# Epithelial NSD2 maintains FMO‐mediated taurine biosynthesis to prevent intestinal barrier disruption

**DOI:** 10.1002/ctm2.70128

**Published:** 2024-12-10

**Authors:** Yue Xu, Xiuying Xiao, Chunxiao Ma, Ziyi Wang, Wenxin Feng, Hanyu Rao, Wei Zhang, Ningyuan Liu, Rebiguli Aji, Xiangjun Meng, Wei‐Qiang Gao, Li Li

**Keywords:** histone methylation, IBD, intestinal epithelial homeostasis, NSD2, taurine biosynthesis

## Abstract

**Background:**

Inflammatory bowel disease (IBD) presents a significant challenge due to its intricate pathogenesis. NSD2, a histone methyltransferase responsible for dimethylating histone 3 at lysine 36, is associated with transcriptional activation. NSD2 expression is decreased in both the intestinal epithelial cells (IECs) of IBD patients and the IBD mouse model. However, the precise role of NSD2 in IBD remains unexplored.

**Methods:**

Colon tissues from IBD mice, SW620 cells and MC38 cells, were used as research subjects. Clinical databases of IBD patients were analysed to investigate whether NSD2 expression is reduced in the occurrence of IBD. NSD2‐knockout mice were generated to further investigate the role of NSD2 in IBD. The IECs were isolated for RNA sequencing and chromatin immunoprecipitation sequencing to identify molecular signalling pathways and key molecules leading to IBD in mice. Molecular and cellular experiments were conducted to analyse and validate the role of NSD2 in the development of IBD. Finally, rescue experiments were performed to confirm the molecular mechanism of NSD2 in the development of IBD.

**Results:**

Deficiency of NSD2 in mouse IECs aggravated epithelial barrier disruption and inflammatory response in IBD. Mechanistically, NSD2 loss led to downregulation of H3K36me2 and flavin‐containing monooxygenase (FMO) (taurine‐synthesis enzyme) mRNA, resulting in decreased taurine biosynthesis in IECs. Significantly, supplementation with taurine markedly alleviated the symptoms of NSD2 deficiency‐induced IBD.

**Conclusions:**

These data demonstrate that NSD2 plays a pivotal role in maintaining FMO‐mediated taurine biosynthesis to prevent intestinal inflammation. Our findings also underscore the importance of NSD2‐H3K36me2‐mediated taurine biosynthesis in maintaining intestinal mucosal barrier homeostasis.

**Key points:**

- In this study, we investigated the role of the histone methyltransferase NSD2 in preventing intestinal barrier disruption by sustaining taurine biosynthesis. NSD2 levels were reduced in both human specimens and mouse models of IBD. We demonstrate that NSD2 loss hinders the process of taurine synthesis in intestinal cells, leading to increased intestinal inflammation.
- Supplementation with taurine significantly relieved the symptoms caused by NSD2 deficiency. These data suggest that maintenance of NSD2‐mediated taurine biosynthesis is vital for preserving the intestinal barrier and attenuating inflammation.

## 1 INTRODUCTION

Inflammatory bowel disease (IBD), which includes Crohn's disease (CD) and ulcerative colitis (UC), represents a group of chronic inflammatory diseases affecting the gastrointestinal tract, distinguished by persistent immune activation, mucosal inflammation and tissue damage.^1^ The intact epithelium and mucosal barrier collaborate to maintain the integrity of the intestinal barrier and colonic homeostasis. The breakdown of the epithelial barrier leads to the inappropriate movement of gut luminal contents, commensal microbiota and pathogenic microbes into the intestinal lamina propria. Epithelial barrier dysfunctions causes intestinal inflammation and mucosal injury, ultimately causing intestinal carcinogenesis that affects millions of people worldwide.^2^ Despite the recognised importance of the epithelial barrier, the complex interplay of molecular and cellular pathways in IBD pathogenesis remains poorly understood.

Epigenetic regulation, encompassing DNA methylation, histone modification, non‐coding RNA and chromatin interaction, is critical for controlling gene expression changes in gastrointestinal development and homeostasis.^3^, ^4^ Aberrant epigenetic modifications have been implicated in the pathogenesis of gastrointestinal diseases, such as IBD and colorectal cancer (CRC), where they contribute to disease progression.^5^, ^6^, ^7^, ^8^, ^9^, ^10^ Notably, recent studies have highlighted the importance of histone modifications in the occurrence and development of IBD,^4^ suggesting that targeting these epigenetic marks might be a promising therapeutic strategy for the treatment of gastrointestinal diseases.

NSD2, also known as Wolf‐Hirschhorn syndrome candidate gene‐1 (WHSC1) or MM overexpresses multiple myeloma SET domain‐containing protein (MMSET), encodes a histone methyltransferase that specifically dimethylates histone H3 at lysine 36 (H3K36me2).^11^ NSD2 plays a pivotal role in regulating gene expression by modulating chromatin accessibility and altering nucleosome structure.^12^, ^13^, ^14^ It is frequently found to be aberrantly expressed, amplified or somatically mutated in various types of cancer. Notably, in CRC, dysregulation of NSD2 promotes colon rectal tumour angiogenesis and is associated with a poor prognosis.^15^ Furthermore, NSD2 is crucial for maintaining the intestinal barrier in metabolic diseases.^16^ However, the role of NSD2 in intestinal inflammation, particularly its impact on IBD, remains understudied.

Amino acid metabolism, particularly taurine, has been shown to be integral to preserving intestinal epithelial homeostasis.^17^ As one of the most abundant amino acids, taurine can remodel the intestinal microbiota, enhancing infection resistance and bolstering antitumour immunity.^18^, ^19^ The potential impact of taurine on IBD is an area of growing interest, yet the precise mechanisms by which taurine metabolism influences IBD pathology are not fully understood.

In this work, we aimed to investigate the role of NSD2 in IBD by analysing the expressions of NSD2 in IBD patients and mouse models. Using a conditional Nsd2^Vil‐KO^ mouse line and IEC‐derived organoids, we demonstrate that NSD2 is reduced in epithelial cells of patients with IBD. We revealed that NSD2‐mediated taurine biosynthesis is essential for the formation of proper intestinal barrier function. Furthermore, we show that deficiency of NSD2 in mouse IECs aggravates epithelial barrier disruption and inflammatory response in IBD. Our findings emphasise that NSD2 plays a crucial role in regulating IEC apoptosis and intestinal inflammation, offering new perspectives on potential therapeutic approaches for IBD treatment.

## 2 MATERIALS AND METHODS

### 2.1 Mice

All mice were maintained in a specific‐pathogen‐free facility and all mouse experimental protocols were approved by the Renji Hospital Animal Care and Use Committee (202201027). NSD2‐flox mice (Nsd2^f/f^) and NSD2‐overexpressing mice (Nsd2^OE/+^) were generated as previously reported^20^ and generously provided by Prof. Jun Qin. Villin‐Cre mice were procured from Shanghai Model Organisms Co. Ltd. By crossing these lines, we produced the experimental groups, encompassing the genotypes: Nsd2^Vil‐KO^ and Nsd2^Vil‐OE^. The mice were sacrificed at the indicated time for the examination of intestinal histology. Animals experiencing greater than a 20% reduction in body weight over a 7‐day period were humanely euthanised and categorised as deceased. All the mice were bred on a C57BL/6J background and littermates with the same treatment were used for control experiments. In the context of permeability assays, mice at 2 months of age were subjected to a 4‐h fast prior to being administered with Fluorescein Isothiocyanate (FITC)‐labelled dextran (at a dosage of 500 mg/kg of body weight). The measurement of fluorescence intensity was based on a standard curve specific to FITC‐dextran. To induce colitis, mice at 2 months of age were fed 2% dextran sodium sulphate (DSS)^21^ (molecular weight, 36–50 kDa; MP Biomedicals) for 5 days, followed by regular drinking water. Body weight was recorded daily. To investigate the protective capability of taurine, the mice were exposed to 2% DSS for 5 days, and the taurine supplementation group was given 1000 mg/kg taurine by intragastric administration daily. The control group was given distilled water (*n* = 3 for each group). At the end of the experimental period, the animals were euthanised, and the intestine were collected for the following experiments.

### 2.2 Human specimen analysis

Patients with IBD and non‐IBD control subjects for this study were recruited from Renji Hospital. The use of pathological specimens, as well as the review of all pertinent patient records, were approved by the Ethics Review Board of Renji Hospital. Immunohistochemical analyses were performed using anti‐Nsd2, Abcam, Cat# ab75359 (1:500); anti‐H3K36me2, Abcam, Cat# ab9049 (1:1000). Protein expression was assessed using a 10‐point staining index, calculated by multiplying the average staining intensity (0–3) by the extent of staining (0–3), resulting in a range from 0 to 9. Expression levels from 0 to 4 were considered low, while levels from 5 to 9 were classified as high.

### 2.3 Cell culture, plasmids and transfections

Human colorectal adenocarcinoma cell line SW620 and mouse colorectal cell line MC38 were cultured in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 1% penicillin‒streptomycin and 10% foetal bovine serum (FBS) at 37°C in an atmosphere of 5% CO_2_. Stable transfection was achieved by exposing cells to viral vectors and selecting with 2 µg/mL puromycin for a period of 7 days. The human FMO2 and FMO4 pCMV‐Entry vectors were procured from Hunan Fenghui Biotechnology Co., Ltd. The transfection of cells with these plasmids was facilitated by the use of the EZ transfection regimen.

### 2.4 Taurine measurements

Levels of taurine were detected in the IECs and cell lines by Taurine Microplate Assay Kit (Absin) according to the manufacturer's instructions.

### 2.5 IEC isolation

IECs were isolated from Nsd2^Vil‐KO^, Nsd2^f/f^, Nsd2^Vil‐OE^ and Nsd2^OE/+^ mice. IECs were extracted from the colonic tissue of mice. The harvested colonic tissue from the mice was dissected into minute pieces measuring approximately 1 mm and then incubated at a temperature of 37°C for a quarter of an hour with a solution containing 8 mM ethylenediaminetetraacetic acid (EDTA). Following this incubation period, the EDTA solution was decanted and replaced with phosphate buffered saline (PBS), after which the mixture was agitated with force for a duration of 45 s. This process was reiterated, and the supernatants collected on both occasions were pooled together. After the filtration step through a 100‐µm cell strainer, the combined supernatant was subjected to centrifugation at a rotational speed of 2000 rpm at a chilly temperature of 4°C for 2 min. The supernatant was then carefully decanted, leaving behind the sedimented cells, which were subsequently re‐suspended in chilled PBS.

### 2.6 Organoid culture and analysis

The intestinal tracts were longitudinally dissected, and the protruding villi were removed. Once thoroughly rinsed in chilled PBS, the segments were immersed in a solution of 2 mM EDTA/PBS for a decade at a temperature of 4°C. Subsequently, the EDTA solution was siphoned off and substituted with PBS, followed by vigorous agitation for a duration of 45 s. The crypt isolates were then refined through a series of centrifugation procedures. One hundred microlitres of advanced DMEM/F12 medium (provided by Invitrogen) enriched with growth factors—comprising 50 ng/mL of EGF (PeproTech), 500 ng/mL of R‐spondin (PeproTech) and 100 ng/mL of Noggin (PeproTech)—was introduced, with the medium being renewed every 2‒3 days. Following a 48‐h period, the organoids underwent staining with 7‐AAD for a brief interval of 5 min, after which images were captured and the data were quantified utilising ImageJ software.

### 2.7 RNA sequencing and data analysis

Total RNA was purified using Trizol reagent (Life Technologies Corp.), followed by DNase treatment to eliminate any genomic DNA contamination. Messenger RNA was isolated via the NEBNext PolyA mRNA Magnetic Isolation Module (New England Biolabs), and subsequently utilised for the construction of RNA sequencing (RNA‐seq) libraries with the NEB Next Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs). The libraries were sequenced on an Illumina platform using a paired‐end 2 × 150 bp protocol. Raw sequencing reads were refined to yield high‐fidelity clean reads by eliminating sequencing adapters, reads shorter than 35 nucleotides, and reads of poor quality, employing Cutadapt (version 1.9.1) and Trimmomatic (version 0.35). Subsequently, FastQC was applied to confirm the quality of the reads. The clean reads were aligned to the mouse reference genome (GRCm38 assembly) using HISAT2 software. The quantification of gene expression was conducted using the FPKM method (fragments per kilobase of exon per million mapped fragments) with StringTie.^22^ Differential gene expression analysis was performed using the Ballgown R package.^23^ To account for multiple comparisons, the false discovery rate method was employed to determine the adjusted *p*‐values, assessing the statistical significance of observed differences. Here, genes with an adjusted *p*‐value of less than  .05 were selected for further analysis.

### 2.8 Chromatin immunoprecipitation sequencing data analysis and chromatin immunoprecipitation‐qPCR validation

Cells were fixed with a 1% formaldehyde solution for 10 min at ambient temperature and then treated with 125 mM glycine to terminate the crosslinking reaction. The sonicated chromatin fragments were cleared of debris and subjected to immunoprecipitation using Protein A + G Magnetic beads conjugated to anti‐H3K36me2 antibodies (Abcam, Cat# ab9049). Post‐reverse crosslinking, both chromatin immunoprecipitation (ChIP) and input DNA fragments underwent end‐repair and adenine tailing using the NEBNext End Repair/dA‐Tailing Module (E7442, NEB), followed by adapter ligation with the NEBNext Ultra Ligation Module (E7445, NEB). The DNA libraries were amplified for 15 cycles and sequenced on an Illumina NextSeq 500 platform using a single‐end 1 × 75 bp protocol. Raw sequencing reads were processed to extract high‐quality clean reads by removing sequencing adapters, short reads (length < 35 bp), and low‐quality reads with Cutadapt (version 1.9.1) and Trimmomatic (version 0.35). FastQC was utilised to verify the quality of the reads. The clean reads were aligned to the mouse reference genome (GRCm38 assembly) using Bowtie2 software (version 2.2.6). Peak detection was carried out using the MACS algorithm (version 2.1.1) with a *p*‐value threshold set at  .01. The annotation of peak sites relative to gene features was accomplished using the ChIPseeker R package.^24^ The ChIP‐qPCR assays were executed utilising the EZ ChIP kit (Millipore). The methodology adhered to the instructions provided by the kit manufacturer. In summary, the isolated IECs were crosslinked using a 1% formaldehyde solution and then sheared through sonication. For the immunoprecipitation step, an antibody against H3K36me2 (Abcam, Cat# ab9049) was employed. Once the samples were washed and underwent reverse crosslinking, the enriched DNA was subjected to amplification with specific primers and subsequently quantified via qPCR. The sequences of the primers are detailed in Table S1.

### 2.9 Histology, haematoxylin–eosin staining and immunohistochemistry

Tissues were preserved in a solution of 4% paraformaldehyde for an entire night, employing the Swiss roll method, subsequently encapsulated in paraffin, and sectioned into slices measuring 7 µm in thickness. Sections treated with haematoxylin and eosin staining were appraised by a pathologist in a masked evaluation. The colitis scores were determined by a composite index that encompassed the intensity of inflammation, ulceration and mucosal hyperplasia, each graded on a scale from 0 to 4.^25^ For the enumeration of goblet cells, periodic acid‐Schiff (PAS)‐positive cells were tallied across five arbitrary fields from a minimum of five mice per genetic configuration. The quantification of Paneth cells involved counting lysozyme‐positive cells within 100 crypts from no fewer than three mice per genetic makeup. The presented data are depicted as the mean ± SEM. The assessment of statistical significance across different groups was conducted using the chi‐squared test. The primary antibodies utilised for immunohistochemistry (IHC) included: anti‐Ki67 (B56), BD Biosciences, Cat# 550609 (1:500); anti‐Nsd2, Abcam, Cat# ab75359 (1:500); anti‐H3K36me2, Abcam, Cat# ab9049 (1:1000). The biotinylated secondary antibodies were acquired from Jackson Immunology. The staining was rendered visible with ABC Kit Vectastain Elite (Vector Laboratories) and DAB substrate (Vector Laboratories). The PAS staining was implemented using kits from Sigma‒Aldrich, and the alkaline phosphatase activity assay was executed following the protocols provided by the manufacturer, with the Alkaline Phosphatase Staining Kit from Vector Laboratories.

### 2.10 Immunofluorescence

The sections underwent the process of deparaffinisation and rehydration prior to the retrieval of antigens, following which they were allowed to reach ambient temperature. Subsequently, the permeabilisation of the cell membranes was carried out with a  .5% solution of Triton X‐100, which was succeeded by a rinse in PBS and a blocking step involving 10% Bovine Serum Albumin (BSA). Thereafter, the primary antibody was applied to the tissue samples and left to incubate at a temperature of 4°C throughout the night. The samples were then subjected to nuclear counterstaining with a DNA‐specific fluorescent probe (DAPI), a DNA‐specific fluorescent probe, after their exposure to the secondary antibody. Primary antibodies used for IF were as follows: anti‐Ki67 (B56), BD Biosciences, Cat# 550609 (1:500); anti‐ZO‐1, Invitrogen, Cat# 40‐2200 (1:100); anti‐E‐cadherin (24E10), Cell Signaling Technology, Cat# 3195T (1:1000); anti‐cleaved caspase‐3 (Asp175), Cell Signaling Technology, Cat# 9661 (1:1000); anti‐lysosome, DAKO, Cat# A0099 (1:500); anti‐ChgA, Abcam, Cat# ab715 (1:100); anti‐Mucin2 (Ccp58), Santa Cruz Biotechnology, Cat# sc‐7314 (1:500); and anti‐Lgr5, Abcam, Cat# ab75732 (1:100).

### 2.11 Immunoblotting

The primary antibodies used in this study were as follows: anti‐NSD2 (29D1), Abcam, Cat# ab75359 (1:500); anti‐H3K36me2, Abcam, Cat# ab9049 (1:1000); anti‐H3, Abcam, Cat# ab10799 (1:1000); anti‐caspase‐3 (8G10), Cell Signaling Technology, Cat# 9665 (1:1000); anti‐C‐caspase‐3, Cell Signaling Technology, Cat# 9661 (1:1000); anti‐PARP (46D11), Cell Signaling Technology, Cat# 9532 (1:1000); anti‐ZO1, Invitrogen, Cat# 33‐9100 (1:500); anti‐PCNA, Santa Cruz Biotechnology, Cat# SC‐7909 (1:1000); and anti‐E‐cadherin, Cell Signaling Technology, Cat# 3195T (1:1000). Raw data of immunoblotting can be found in the source data file. Representative data are shown from one out of three independent experiments with similar results.

### 2.12 FACS

Cell suspensions underwent analysis through flow cytometry. In terms of the gating strategy, initially, the forward scatter (FSC)/side scatter (SSC) criteria were utilised to delineate the viable cell population. Subsequently, the gating was refined based on the specific fluorochrome for further examination. Consistent parameters were employed for gating across all samples within the same set of experiments and comparative analyses. The antibodies used in this study were as follows: anti‐CD11b‐APC, eBioscience, Cat# 47‐0112‐82 (1:400); anti‐F4/80‐PE, eBioscience, Cat# 25‐4801‐82 (1:400); anti‐CD4‐FITC, eBioscience, Cat# 11‐5040‐41 (1:400); and Gr‐1‐FITC, eBioscience, Cat# 11‐0114‐82 (1:400).

### 2.13 Isolation of lamina propria cells and analysis

The colonic tissue was dissected into minute fragments and subsequently immersed in Roswell Park Memorial Institute (RPMI) 1640 medium enriched with FBS,  .5 mM dithiothreitol, 5 mM EDTA‒PBS and antimicrobial agents at a temperature of 37°C for a duration of 30 min. Following the excision of the epithelial stratum, the residual colonic segments were further incubated at 37°C with RPMI 1640 medium that included Collagenase IV (Roche) and DNase (Roche) for an additional 30 min. The cells isolated from the lamina propria were then labelled with antibodies against surface markers, specifically CD4‐FITC for CD4, CD11b‐APC for CD11b, F4/80‐PE for F4/80 and Gr‐1‐FITC for Gr‐1.

### 2.14 Statistical analysis

All experimental procedures were conducted with a cohort of 3–15 mice or, at a minimum, were replicated in three separate experimental runs. Data are generally depicted as the mean ± SEM, and the determination of statistical significance was made employing a two‐tailed Student's *t*‐test. Correlation analyses were performed using Pearson's correlation coefficients to assess the association between NSD2 expression and gene expression levels. The chi‐squared test was utilised to ascertain whether there existed a substantial divergence between anticipated and actual frequencies within one or more classification categories. The significance levels are denoted as follows: ^*^ *p* < .05, ^**^ *p* < .01 and ^***^ *p* < .001. For a detailed reporting summary, refer to the Nature Research Reporting Summary associated with this manuscript for further insights into the research design.

## 3 RESULTS

### 3.1 NSD2 expression is decreased in IBD

To investigate the role of NSD2 in the pathogenesis of IBD, we examined the expression of NSD2 mRNA in publicly available gene datasets of CD and UC samples. The results indicated that NSD2 mRNA was downregulated in CD and UC specimens compared to those in healthy controls (Figure 1A). To assess the clinical significance of NSD2 in IBD, we conducted IHC analyses to evaluate the protein level of NSD2. As shown in Figure 1B, the expression of NSD2 in IBD patients biopsy specimens was significantly lower than normal colonic epitheliam. Similar to the observations in human IBD, the expression levels of NSD2 and H3K36me2 were also decreased in DSS‐induced IBD mice at both the mRNA and protein levels compared to controls (Figure 1C‒F). Taken together, these results suggested a potential link between the NSD2 expression and IBD pathogenesis.

**FIGURE 1:**
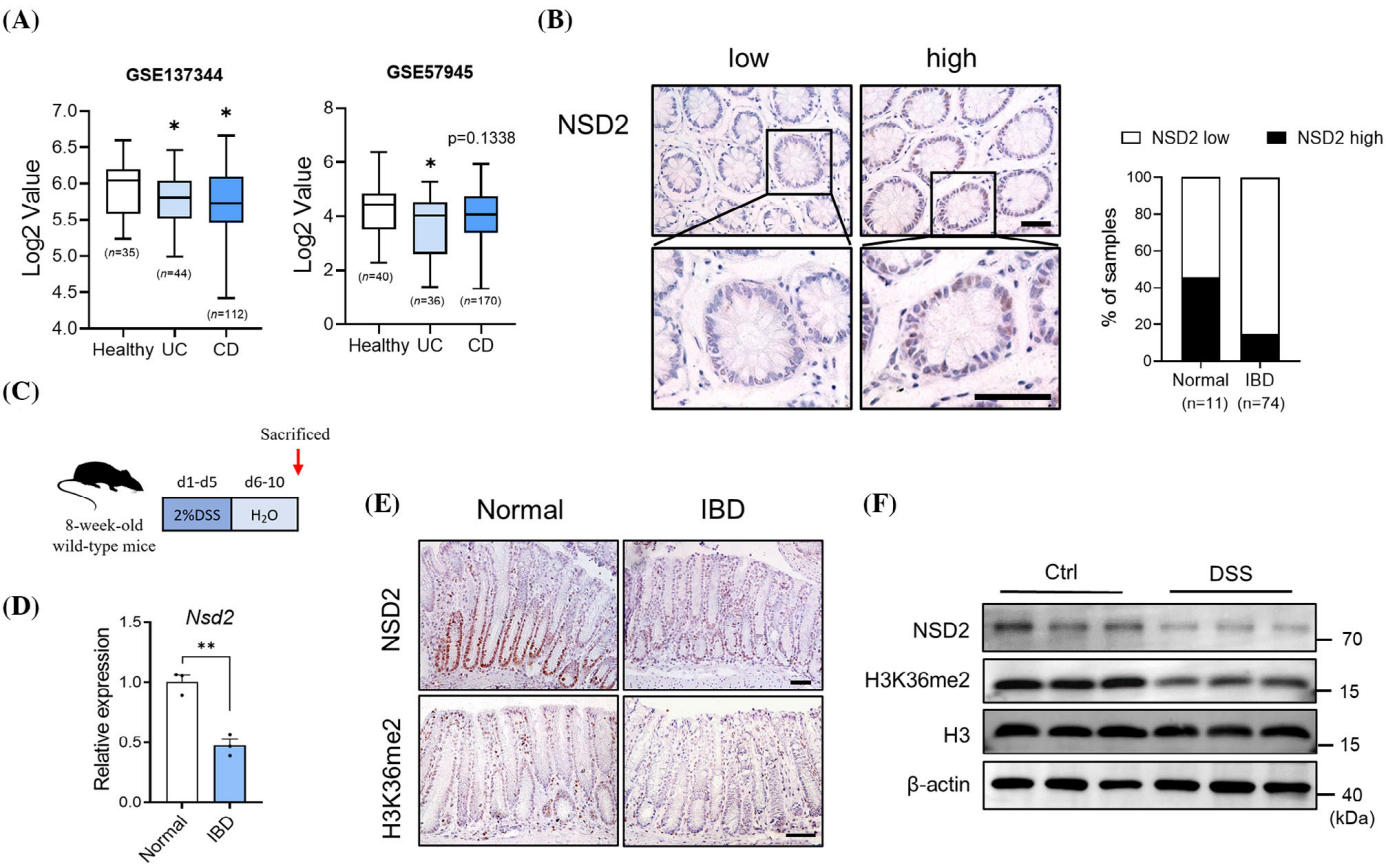
NSD2 expression is decreased in inflammatory bowel disease (IBD). (A) Box plot of NSD2 mRNA in healthy controls, ulcerative colitis (UC) and Crohn's disease (CD) specimens (using datasets GSE137344 and GSE57945). (B) NSD2 staining images are shown in the left panel, and epithelial NSD2 expressions in normal and IBD biopsies are quantified in the right panel (chi‐squared test). Staining indexes use a 10‐point quantification scale, and a score >4 is considered a higher level. (C) Schematic representation of the dextran sodium sulphate (DSS) protocol used to induce acute colitis. (D‒F) samples are all derived from 8‐week‐old wild‐type mice with or without DSS treatment. (D) RT‐qPCR analysis of NSD2 mRNA in intestinal epithelial cells (IECs) from control and DSS‐treated wild‐type mice (*n* = 5 per group). Immunohistochemical (E) and immunoblot analyses (F) of NSD2 expression in control and DSS‐treated wild‐type mice are shown. Scale bar: 50 µm. The data represent the mean ± SEM, and statistical significance was determined by a two‐tailed Student's *t*‐test unless otherwise indicated. ^*^ *p* < .05, ^**^ *p* < .01 and ^***^ *p* < .001; N.S., not significant.

### 3.2 NSD2 deficiency in IECs exacerbates intestinal inflammatory responses

The above results prompted us to use genetically modified mouse models to investigate the potential function of NSD2 in colon inflammation. Nsd2^flox/flox^ (Nsd2^f/f^) mice and Villin‐Cre mice were crossed to generate Nsd2^flox/flox^ and Villin‐Cre (Nsd2^Vil‐KO^) mice. Western blotting and IHC staining results showed that NSD2 was efficiently deleted and the protein level of H3K36me2 was dramatically downregulated in Nsd2^Vil‐KO^ mice (Figure 2A,B). Meanwhile, the expression levels of NSD1 and NSD3 remained unchanged (Figure S1A). NSD2‐knockout mice do not exhibit spontaneous inflammation (Figure S1B,C), and there were no discernible differences in the number of stem/progenitor cells and terminally differentiated cells between wild‐type and Nsd2^Vil‐KO^ mice under steady‐state conditions (Figure S1D,E). To further investigate the role of NSD2 in IBD, we administered 2% DSS to induce IBD as widely reported in the drinking water of wild‐type and Nsd2^Vil‐KO^ mice as described^21^, ^26^ (Figure 2C). Nsd2^Vil‐KO^ mice exhibited significantly exacerbated IBD compared to control mice, as indicated by accelerated and more pronounced weight loss (Figure 2D), as well as enhanced colon shortening and spleen swelling on day 10 when they were sacrificed (Figure 2E,F). Histopathological examinations revealed that Nsd2^Vil‐KO^ mice exhibited more severe phenotypic changes, as evidenced by inflammatory infiltrates, crypt erosion and an increase in histology score (Figure 2G).

**FIGURE 2:**
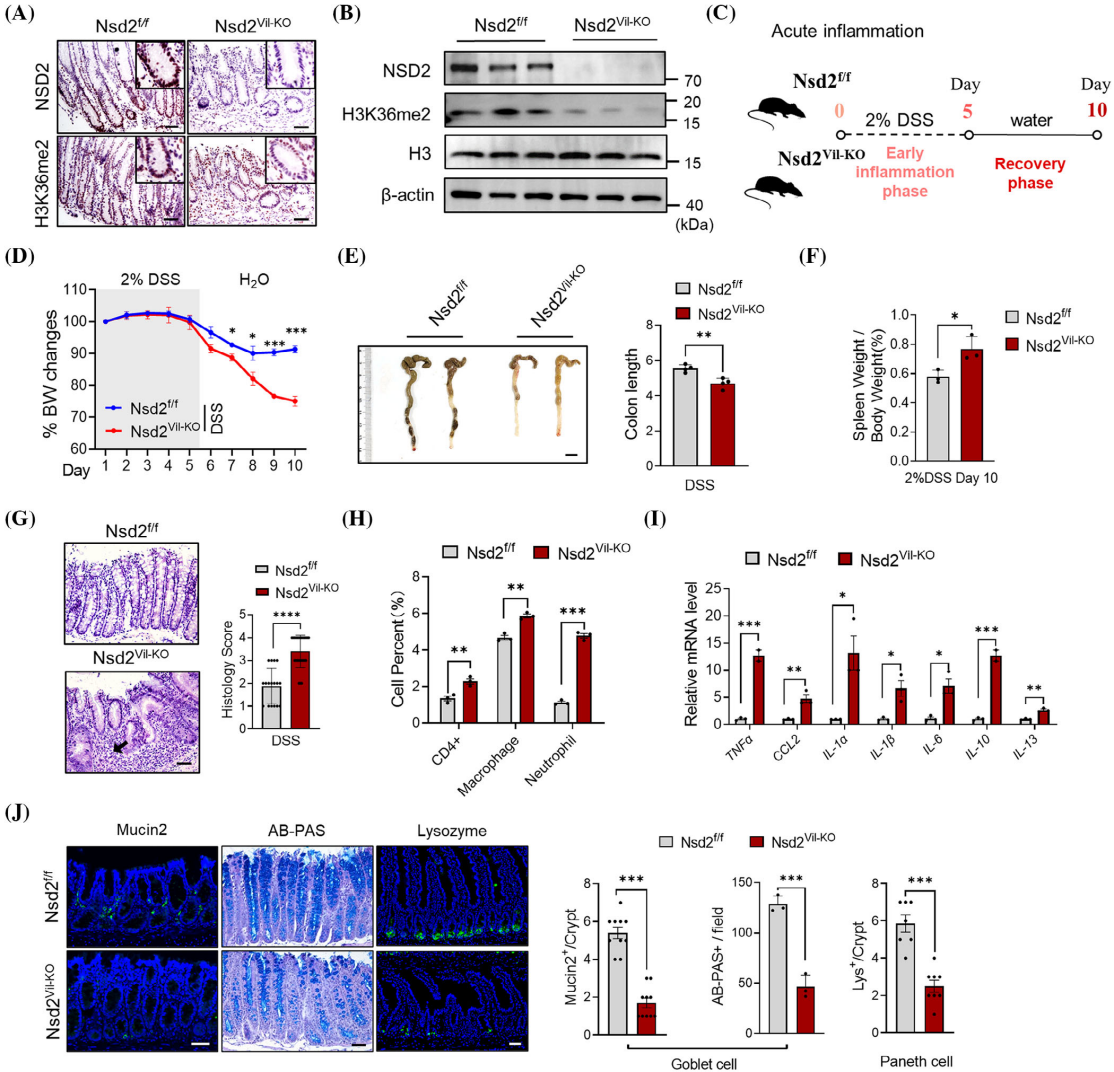
NSD2 deficiency in intestinal epithelial cells (IECs) exacerbates intestinal inflammatory responses. (A and B) Immunohistochemical (A) and immunoblot (B) analyses of NSD2 and H3K36me2 expression in the IECs from Nsd2^f/f^ and Nsd2^Vil‐KO^ mice (*n* = 5 per group). (C) Schematic representation of the dextran sodium sulphate (DSS) protocol used to induce acute colitis. (D) Mice were fed with 2% DSS solution to induce colitis, and weight loss was recorded (*n* = 4). Scale bar: 1 cm. (E) Representative images of colons from *Nsd2* ^f/f^ and Nsd2^Vil‐KO^ mice after DSS treatment. (F) Spleen weight normalised to body weight at the time the mice were killed (day 10). (G) Haematoxylin and eosin (H&E)‐stained sections and the quantitation of histology score of colon tissue collected on day 10 from 2% DSS‐treated Nsd2^f/f^ and Nsd2^Vil‐KO^ mice are shown. Scale bar: 50 µm. (H) After DSS treatment, colonic lamina propria cells from Nsd2^f/f^ and Nsd2^Vil‐KO^ mice are analysed by flow cytometry (*n* = 3). (I) Relative mRNA expression levels of inflammatory cytokines and chemokines in the whole colon of Nsd2^f/f^ and Nsd2^Vil‐KO^ mice were determined by RT‐qPCR (*n* = 3). (J) Mucin2 (goblet cell), Alcian blue‐periodic acid‐Schiff (AB‐PAS; goblet cell) and lysozyme (Lys; Paneth cell) staining of the intestines from 2% DSS‐treated mice and quantitation results are shown on the right (*n* = 3). Scale bar: 50 µm. All data are presented as mean ± standard deviation (SD), and statistical significance was determined by a two‐tailed Student's *t*‐test unless otherwise indicated. ^*^ *p* < .05, ^**^ *p* < .01 and ^***^ *p* < .001; N.S., not significant.

We then analysed immune cell infiltration using flow cytometry. After 5 days of DSS treatment, the numbers of CD4^+^ T cells, macrophages and neutrophils were increased in Nsd2^Vil‐KO^ mice (Figure 2H). As expected, DSS‐treated Nsd2^Vil‐KO^ mice exhibited an excessive immune response. RT‐qPCR quantitation confirmed a significant increase in the local production of pro‐inflammatory cytokines (*Il1a*, *Il1b*, *Il6*, *Il10*, *Il13*, *Tnfa* and *Ccl2*) in the colon of Nsd2^Vil‐KO^ mice (Figure 2I).

Additionally, NSD2 deletion results in a loss of IECs after DSS treatment (Figure S2). The loss of NSD2 significantly decreased the expression of Mucin2 (Muc2) and Alcian blue‐periodic acid‐Schiff (AB‐PAS), which are produced by goblet cells and form the structure of the intestinal mucus (Figure 2J). Lysozyme staining also showed that Nsd2^Vil‐KO^ mice had a reduced number of Paneth cells producing antimicrobial peptides in the small intestine compared to the wild‐type controls (Figure 2J). Collectively, our results demonstrated that epithelial NSD2 serves as a defense mechanism to prevent DSS‐induced IBD.

### 3.3 Epithelial NSD2 deletion exacerbates barrier dysfunction and cell apoptosis

Tight junctions are the primary determinants of barrier function in intact epithelia. Intestinal epithelial damage, such as erosions and ulcers, leads to the loss of tight junctions and therefore causing defects in local barrier function.^27^ To investigate the impact of NSD2 on intestinal barrier function in DSS‐induced IBD, we examined the expression level and localisation of the tight junction protein 1 (ZO‐1) and epithelial cadherin protein (E‐cadherin) in Nsd2^f/f^ and Nsd2^Vil‐KO^ mice. As shown in Figure 3A, Nsd2^Vil‐KO^ mice exhibited partially disrupted or discontinuous ZO‐1 staining, as well as a substantial reduction in E‐cadherin. In addition, Western blot analyses confirmed the reduction of ZO‐1, E‐cadherin and Claudin‐1 proteins in Nsd2^Vil‐KO^ mice (Figure 3B). Furthermore, our results suggested that NSD2 ablation resulted in colonic leakage, as evidenced by the higher serum FITC‐dextran concentrations detected in Nsd2^Vil‐KO^ mice compared to the controls after DSS treatment (Figure 3C). These findings demonstrated that NSD2 is necessary for maintaining mucosal integrity in an inflammatory environment.

**FIGURE 3:**
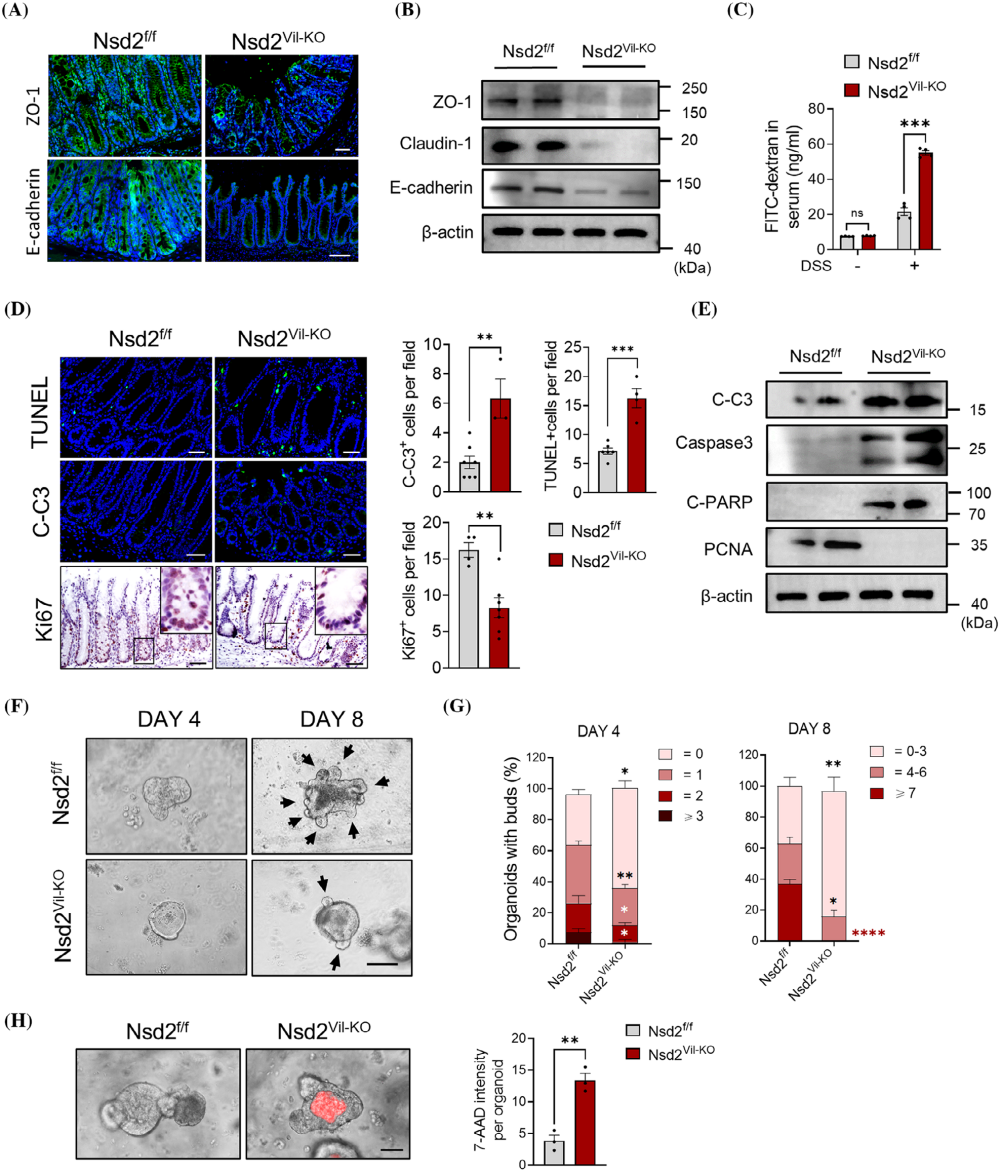
Epithelial NSD2 deletion exacerbated barrier dysfunction and cell apoptosis. (A and B) Representative immunofluorescence staining (A) and immunoblots (B) of ZO‐1 and E‐cadherin in colon sections from dextran sodium sulphate (DSS)‐treated Nsd2^f/f^ and Nsd2^Vil‐KO^ mice (*n* = 5 per group). Scale bar: 50 µm. (C) Colonic permeability was measured by the concentration of FITC‐dextran in the blood serum (*n* = 4). (D) TUNEL (upper), C‐C3 (medium) and Ki67 (lower) staining of colon sections and quantitation results are shown (*n* = 3). Scale bar: 50 µm. (E) Western blotting analysis of intestinal epithelial cells (IECs) isolated from Nsd2^f/f^ and Nsd2^Vil‐KO^ mice. (F) Representative images of intestinal organoids derived from the Nsd2^f/f^ and Nsd2^Vil‐KO^ mice on days 4 and 8. (G) Structure quantification of organoids on days 4 and 8 (*n* = 5, 30 organoids per mouse). Bars: 100 µm. Quantification was done by measuring the number of the buds. (H) Apoptotic cells (7‐AAD‐stained red) in organoids were imaged after stained with 7‐AAD for 24 h on day 6. Quantitation of the fluorescence density per organoid is shown on the right. The data represent the mean ± SEM, and statistical significance was determined by a two‐tailed Student's *t*‐test unless otherwise indicated. ^*^ *p* < .05, ^**^ *p* < .01 and ^***^ *p* < .001; FITC, Fluorescein Isothiocyanate; N.S., not significant.

Intestinal epithelial damage, accompanied by IEC shedding and oligocellular wounds, prompted us to investigate potential defects in cell survival in Nsd2^Vil‐KO^ mice.^27^ Compared to Nsd2^f/f^ mice, Nsd2^Vil‐KO^ mice showed significantly higher numbers of TUNEL‐ and cleaved caspase‐3‐positive cells, indicating heightened apoptosis (Figure 3D). This observation was corroborated by Western blot analysis, which demonstrated the activation of the pro‐apoptotic pathway, specifically caspase‐3, in colonic crypts of Nsd2^Vil‐KO^ mice (Figure 3E). Meanwhile, a reduction in Ki67‐positive cells was detected in the Nsd2^Vil‐KO^ mice (Figure 3D,E), suggesting that NSD2 deficiency not only promotes intestinal epithelial cell (IEC) death but also impairs epithelial cell self‐renewal.

We established intestinal organoid cultures to further validate these results. Consistently, loss of NSD2 led to a decrease in size and complexity (as evidenced by a lower number of buds; Figure 3F,G) and an increase in cell apoptosis of intestinal organoids (Figure 3H). These results collectively suggest that NSD2 is a critical regulator of IEC survival and proliferation.

### 3.4 NSD2 overexpression in IECs prevents DSS‐induced IBD

To investigate whether the upregulation of NSD2 could protect the mice from DSS‐induced IBD, we generated the mice that overexpress NSD2 specifically in IECs. Mice harbouring a single copy of a minigene consisting of a CAGGS promoter (a hybrid of chicken β‐actin and cytomegalovirus), a loxP‐STOP‐loxP (LSL) cassette and Myc‐tagged Nsd2 cDNA knocked into the Rosa26 locus (Nsd2^OE/+^)^20^ were crossed with Villin‐Cre mice to obtain Villin‐Cre; Nsd2^OE/+^ mice (referred to as Nsd2^Vil‐OE^ mice) (Figure 4A). The overexpression of NSD2 in the Nsd2^Vil‐OE^ mice was confirmed using IHC and Western blotting (Figure 4B,C).

**FIGURE 4:**
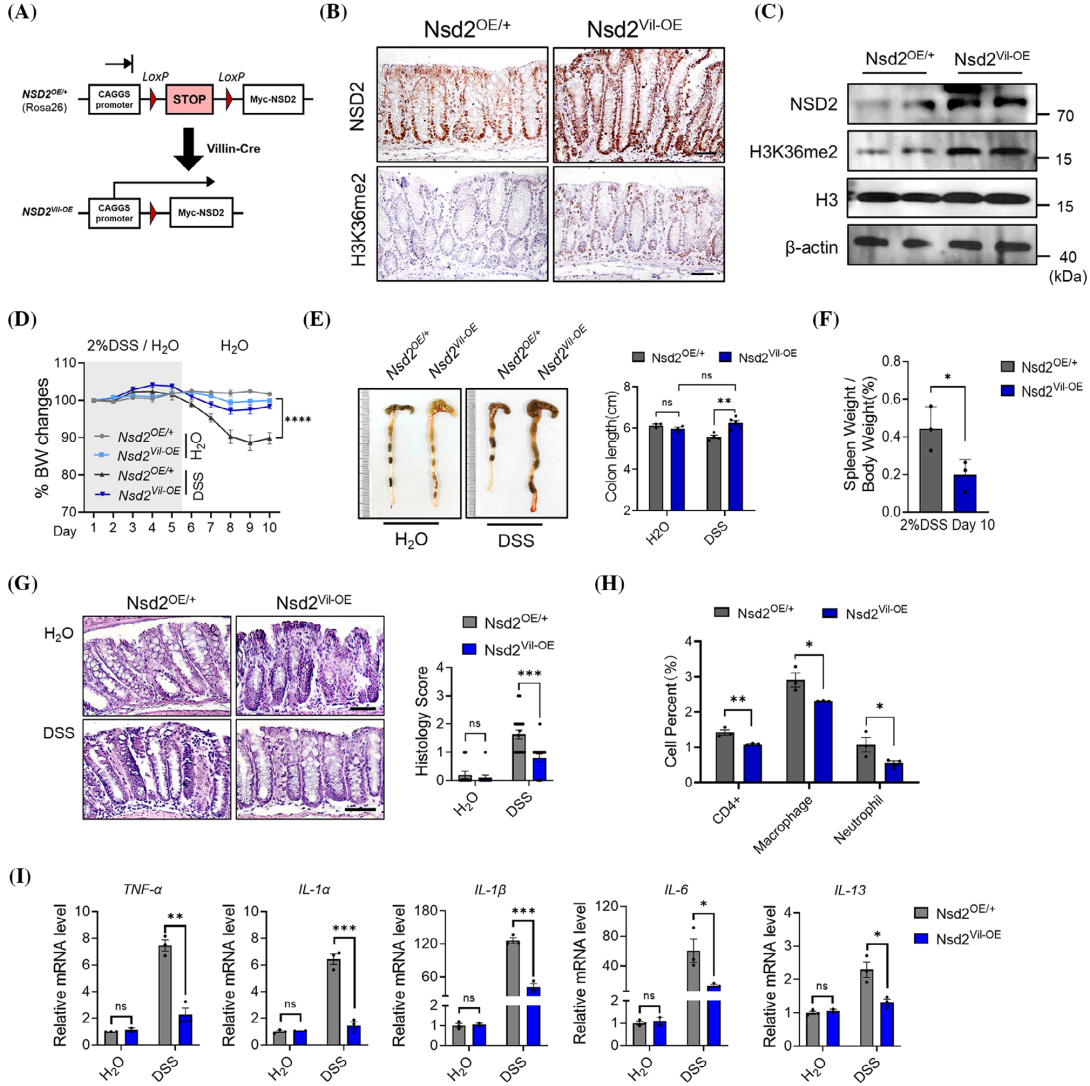
NSD2 overexpression in intestinal epithelial cells (IECs) prevented dextran sodium sulphate (DSS)‐induced inflammatory bowel disease (IBD). (A) Scheme of Nsd2^OE/+^ mice and conditional overexpression of NSD2 in IECs (Nsd2^Vil‐OE^) mice (*n* = 5 per group). (B) Immunofluorescent staining of NSD2 in colon sections from Nsd2^OE/+^ and Nsd2^Vil‐OE^ mice. Scale bar: 50 µm. (C) Immunoblots for NSD2 and H3K36me2 in colonic epithelial cells isolated from colitis mice. (D) Body weight change of mice treated with or without 2% DSS (*n* = 5). (E) The colon length of Nsd2^OE/+^ and Nsd2^Vil‐OE^ mice on day 10. (F) Spleen weight normalised to body weight at the time the mice were killed. (G) Representative haematoxylin and eosin (H&E) staining images of Nsd2^OE/+^ and Nsd2^Vil‐OE^ mice with or without DSS treatment. The histology score is shown on the right. Scale bar: 50 µm. (H) Colonic lamina propria cells from DSS‐treated Nsd2^OE/+^ and Nsd2^Vil‐OE^ mice are analysed by flow cytometry (*n* = 3). (I) Relative mRNA levels of proinflammatory cytokines in the colon tissue measured by RT‐qPCR (*n* = 3). Data are represented as mean ± standard deviation (SD). N.S., not significant; ^*^ *p* < .05, ^**^ *p* < .01 and ^***^ *p* < .001.

Nsd2^Vil‐OE^ mice and littermates were treated with DSS as described above. By day 10, wild‐type mice exhibited IBD syndrome, as indicated by diarrhoea, significant body weight loss, and pronounced shortening and thickening of the colon. In contrast, Nsd2^Vil‐OE^ mice developed virtually no symptoms, and their large bowel showed few signs of IBD, even compared to the control group that did not receive DSS treatment (Figure 4D‒F). Histological examination revealed less damage and reduced histological inflammation features in the Nsd2^Vil‐OE^ colons, in a sharp contrast to local inflammatory cell infiltration in the wild‐type colons (Figure 4G). Consistently, the colon of Nsd2^Vil‐OE^ mice also exhibited reduced immune response (Figure 4H) and contained significantly lower levels of proinflammatory cytokines compared to control mice (Figure 4I). Taken together, our results strongly demonstrated that NSD2 overexpression in IECs is highly protective against experimental IBD in vivo.

### 3.5 Loss of NSD2 exacerbates the inflammatory response in the intestine

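RNA-seq libraries were prepared from colon epithelial cells (IECs) of mice given 2% dextran sodium sulphate (DSS), which injures the colonic epithelium and causes colitis. There were 3 libraries from Nsd2 f/f mice, in which Nsd2 is flanked by loxP sites but left in place, and 3 libraries from Nsd2 Vil-KO mice, in which Cre driven by the Villin promoter removes Nsd2 from the intestinal epithelium. The day of DSS treatment on which the cells for RNA-seq were taken is not named in the paper's text. The paper's methods describe polyA selection, directional libraries, trimming with Cutadapt and Trimmomatic, alignment to GRCm38 with HISAT2, and FPKM from StringTie tested with Ballgown. The sample labels name another library kit than the methods. The authors deposited the number of reads counted on each gene, without normalisation. The program that counted the reads, and whether it used strand, are not named in the paper's text.
Between 15439123 and 18365555 reads per Nsd2 f/f library were counted on genes, with a median of 15931972, and between 18053077 and 20350539 per Nsd2 Vil-KO library, with a median of 18605210. The table listed 55487 genes, of which 26360 had at least 1 count. The counts were normalised with edgeR's TMM method and are given as CPM, reads scaled to one library size, and 14650 genes were kept by its filter on low counts. The genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The biological coefficient of variation was 41.2%. Across the 14650 genes, which are not independent replicates, the libraries labelled Nsd2 Vil-KO replicate 2 and Nsd2 f/f replicate 3 had a mean Spearman correlation of 0.933 with the other 4 libraries, against 0.981 among those 4. These are also the libraries that contained Xist transcripts. With 3 libraries against 3, an exact permutation test of 1 gene cannot give a p below 0.1.
The targeted gene was examined first, since it checks the genotype labels. Nsd2 (ENSMUSG00000057406) lies on chromosome 5 of GRCm38 from 33820725 to 33897975. It had 47.9, 51.2 and 24.6 CPM in the libraries labelled Nsd2 f/f replicates 1, 2 and 3, a mean of 41.2 ± 14.5 (SD, n = 3). It had 24.2, 10.4 and 20.8 CPM in Nsd2 Vil-KO replicates 1, 2 and 3, a mean of 18.5 ± 7.17 (SD, n = 3). The log2 fold change was −1.16 (standard error 0.39, adjusted p = 0.992 from edgeR's quasi-likelihood test). Each Nsd2 Vil-KO library was below each Nsd2 f/f library (exact permutation test, two-sided, p = 0.1), although the library labelled Nsd2 f/f replicate 3 lay close to Nsd2 Vil-KO replicate 1. These differ in Xist transcripts: Nsd2 was at 24.6 against 10.4 CPM in the libraries with Xist, and its log2 fold change was −1.17 with the presence of Xist as a covariate and −1.13 in the 4 libraries without it, both past the screening criterion and chosen after the values were seen. With each library left out in turn, the log2 fold change of Nsd2 stayed between −1.42 and −0.87. An exchange of labels involving Nsd2^f/f replicate 3 cannot be excluded from these counts, and the labels were kept as given. Exons of Nelfa overlap Nsd2 on the opposite strand, so the count of Nsd2 can include reads of Nelfa if strand was not used.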

To gain an insight into the changes in biological processes and pathways caused by NSD2 loss, we subsequently performed RNA‐seq analysis using colon epithelial cells isolated from DSS‐treated Nsd2^f/f^ and Nsd2^Vil‐KO^ mice. The criterion for screening differentially expressed genes (DEGs) was a fold change (FC) >1.2, and a *p*‐value <.05 was considered indicative of significant differential gene expression. Compared to the Nsd2^f/f^ mice, RNA‐seq showed significant changes in the overall transcriptome of the Nsd2^Vil‐KO^ mice (Figure 5A). 

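The separation of the genotypes was measured over the 500 most variable genes, as the mean Euclidean distance between libraries of different genotypes minus that between libraries of the same genotype, on log2 CPM with a prior count of 2. It was −3.63, so libraries of the same genotype lay farther apart on average than libraries of different genotypes (exact permutation test, one-sided, p = 0.7). With each library left out in turn, the separation was between −11.0 and −0.63. Principal components were taken over all 14650 genes tested. The first component held 45.9% of the variance and placed Nsd2 Vil-KO replicate 2 at 89.9 and Nsd2 f/f replicate 3 at 51.4, while the other 4 libraries lay between −42.2 and −26.4. The second component held 31.1% and set the same 2 libraries apart from each other, at −58.3 and 82.4. In the 4 libraries without Xist transcripts, a subset chosen after these values were seen, the separation changed sign to 2.40 (exact permutation test, one-sided, p = 0.667). With so few libraries that test cannot give a small p, so it decides nothing for this subset.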

A total of 18 676 DEGs were identified, including 357 upregulated and 405 downregulated genes (Figure 5B). 

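Of the 14650 genes tested, 482 had a fold change above 1.2 and an unadjusted p below 0.05, and 241 of these were higher and 241 lower in Nsd2 Vil-KO mice. They made up 3.29% of the genes tested. If no gene differed, 732.5 genes would be counted at this p. The share was above the 5% that chance gives with limma-voom and quality weights (1459 genes, 9.96%), without Nsd2 Vil-KO replicate 2 (769 genes, 5.08%) and in settings chosen after the values were seen, with the presence of Xist as a covariate (1145 genes, 7.82%), on log2(FPKM + 1) (1001 genes, 6.84%) and in the 4 libraries without Xist transcripts (1671 genes, 11.1%). After adjustment over the tested genes, 0 genes had an adjusted p below 0.05, and the smallest adjusted p was 0.992. The CPM of the genotypes did not overlap in 1451 genes, which is 9.90% against the 10% given by chance. In counts simulated with the spread of these libraries, the same test found 59.5% of 200 genes changed by 2 on the log2 scale at an adjusted p below 0.05. Each gene was simulated on its own, so no simulated library stood apart over many genes, as the libraries with Xist did. The 59.5% is therefore not the power of the test in these data. The count depended on single libraries: 364 genes were higher and 405 lower without Nsd2 Vil-KO replicate 2, whereas 117 were higher and 206 lower without Nsd2 f/f replicate 2.
Among genes with a mean of at least 1 CPM and no overlap between genotypes, the 5 with the smallest p in each direction were Gm18194, Ttc39b, Gm16015, Gm15987 and Tmem252 (higher in Nsd2 Vil-KO mice) and Cpq, Aph1b, Arhgap29, Zfp438 and Pter (lower). Cpq (ENSMUSG00000039007, chromosome 15, 33083129 to 33594552) had 67.1 ± 9.68 CPM (SD, n = 3) in Nsd2 f/f mice and 31.8 ± 3.97 CPM (SD, n = 3) in Nsd2 Vil-KO mice, a log2 fold change of −1.08 (standard error 0.19). Ttc39b (ENSMUSG00000038172, chromosome 4, 83220300 to 83324255) had 57.5 ± 7.75 and 94.6 ± 2.77 CPM (SD, n = 3), a log2 fold change of 0.72 (standard error 0.17). Aph1b (ENSMUSG00000032375, chromosome 9, 66775202 to 66795490) had 8.08 ± 3.47 and 1.25 ± 0.62 CPM (SD, n = 3), a log2 fold change of −2.67 (standard error 0.53). Each of these genes had an adjusted p of 0.992 from edgeR's quasi-likelihood test. Gm18194 is annotated as a transcribed processed pseudogene opposite Gm45315, so its count is uncertain if the counting split shared reads or ignored strand. Gm16015 and Gm15987 are annotated as antisense genes.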

The Gene Ontology analysis for biological process‐associated genes revealed that DEGs were primarily enriched in immune cell migration, response to interleukin‐1, and acute inflammatory response, consistent with the earlier results of increased immune cell infiltration (Figure 5C). 

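The genes behind the Gene Ontology terms are not listed in the paper's text, so the 13 genes of Figure 5D and lists written before the data were examined were used. All 13 genes of Figure 5D were higher in Nsd2 Vil-KO mice, with a median log2 fold change of 1.16, and 8 of them passed the screening criterion. The exception among the alternatives was Anxa1, at −0.04 in the 4 libraries without Xist transcripts, a subset chosen after the values were seen. The count with an adjusted p below 0.05 was 0 of 13 adjusted over the list alone, where the smallest value was 0.0554, and 0 over all genes tested. The paper chose these genes on the same samples, so the former is not independent evidence. In 12 of the 13 genes the highest value was in Nsd2 Vil-KO replicate 2, and without that library the median was 0.60, with single genes between 0.05 and 1.26.
For cell migration, Cdc42bpb (ENSMUSG00000021279, chromosome 12, 111292976 to 111377718) had 72.2 ± 8.77 CPM (SD, n = 3) in Nsd2 f/f mice and 116.0 ± 7.41 CPM (SD, n = 3) in Nsd2 Vil-KO mice, a log2 fold change of 0.68 (standard error 0.17, adjusted p = 0.992 from edgeR). Lama5 (ENSMUSG00000015647, chromosome 2, 180176373 to 180225859) had 47.5, 344.3 and 30.4 CPM in the Nsd2 Vil-KO libraries against 16.3 ± 1.19 CPM (SD, n = 3) in Nsd2 f/f mice. Its log2 fold change of 3.11 (standard error 0.90) was 1.26 without Nsd2 Vil-KO replicate 2. For response to interleukin-1, Cd38 had a log2 fold change of 0.68 (standard error 0.24), and that of Anxa1 was 1.22 (standard error 0.62) but 0.05 without Nsd2 Vil-KO replicate 2. For acute inflammatory response, Vnn1 passed the criterion with a log2 fold change of 2.20 (standard error 0.91), which was 0.86 without Nsd2 Vil-KO replicate 2. Ptges and Cxcl1, of the same group, had values of 1.53 and 1.5 and did not pass it.
The 6 migration genes had a median log2 fold change of 0.92, the 4 interleukin-1 genes 0.92 and the 3 acute inflammatory genes 1.53. A set test on these groups would be decided by their choice from DEGs of the same libraries, so none is given. Of the broader lists, tested with limma's camera at a preset correlation of 0.01, 13 of 21 genes of interleukin-1 response were higher (median 0.17, adjusted p = 0.0109 by camera), as were 18 of 29 genes of acute inflammation (median 0.18, adjusted p = 0.00723 by camera). The median of the acute inflammation list was −0.07 without Nsd2 f/f replicate 3 and −0.10 without Nsd2 Vil-KO replicate 2. Neither broader list had an adjusted p below 0.05 by camera with an estimated correlation or by fry, which allow for genes that vary together between libraries.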

RT‐qPCR was performed and validated these findings (Figure 5D). 

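Lists of interferon, humoral and neutrophil genes were tested in the same way, since the members of the enrichment terms are not given in the paper's text. Of 42 genes of the type I interferon response, 40 were lower in Nsd2 Vil-KO mice, with a median log2 fold change of −1.22 (adjusted p = 3.47e-12 by limma's camera test with the preset correlation, 0.321 with the correlation estimated and 0.545 by fry). Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) had 122.4, 275.0 and 19.4 CPM in Nsd2 f/f replicates 1, 2 and 3 and 33.9, 10.2 and 35.0 CPM in Nsd2 Vil-KO replicates 1, 2 and 3, a log2 fold change of −2.40 (standard error 0.89). Isg15 is a member of that list and was picked after its values were seen. Without Nsd2 f/f replicate 2, the median of the list was −0.40. Of 16 genes of the humoral immune response, 12 were lower (median −0.32, adjusted p = 0.287 by camera). Of 26 genes of neutrophil extravasation, 19 were lower (median −0.66, adjusted p = 0.302 by camera), but the median was 0.25 without Nsd2 f/f replicate 1.

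**Figure D1:**
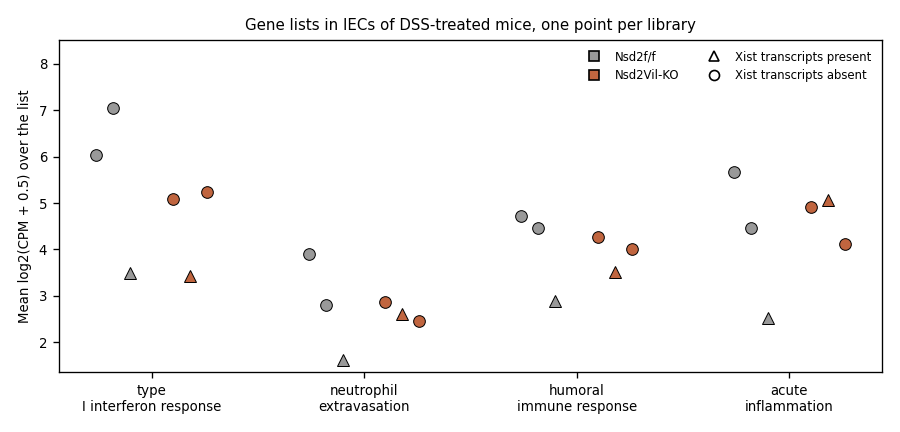
Mean log2(CPM + 0.5) over the genes of 4 lists (y axis), with 1 point per library, grey for Nsd2 f/f and brown for Nsd2 Vil-KO mice. Triangles are the 2 libraries with Xist transcripts. The genotypes overlap in each list, and over the interferon list Nsd2 f/f replicate 3 (3.48) lies beside Nsd2 Vil-KO replicate 2 (3.44).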

We conducted gene set enrichment analysis, and the data indicated changes in inflammatory response, consistent with the RNA‐seq findings (Figure 5E). These data further confirmed that NSD2 loss exacerbates the inflammatory response in IECs.

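Inflammatory genes measured in IECs differed widely between libraries of one genotype. Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) had 12.5, 1808 and 9.09 CPM in Nsd2 Vil-KO replicates 1, 2 and 3 and 75.0, 8.51 and 1.78 CPM in Nsd2 f/f replicates 1, 2 and 3. Its log2 fold change of 4.41 (standard error 2.24) was −1.40 without Nsd2 Vil-KO replicate 2. Reg3b (ENSMUSG00000071356, chromosome 6, 78370657 to 78373466) had 378.1, 3807 and 428.2 CPM in Nsd2 Vil-KO mice and 189.8, 88.7 and 6.22 CPM in Nsd2 f/f mice, a log2 fold change of 4.02 (standard error 1.39, adjusted p = 0.992 from edgeR) that stayed between 2.09 and 5.01 with each library left out in turn. Both belong to the list of acute inflammation and were picked after their values were seen. Over 834 Reactome pathways tested by camera, 14 had an adjusted p below 0.05, of which 3 were higher and 11 lower. The smallest p among the higher pathways was that of Mitotic Prometaphase (median log2 fold change 0.19, 82 of 99 genes higher, adjusted p = 0.0113). Among the lower ones it was that of respiratory electron transport with ATP synthesis (median −0.24, 85 of 95 genes lower, adjusted p = 3.27e-04). Without Nsd2 f/f replicate 3 these medians were −0.02 and 0.10. With the correlation estimated, or by fry, 0 pathways had an adjusted p below 0.05, against 74 with an unadjusted p below 0.05 by camera. From the Gene Ontology terms, the RT-qPCR and the gene set enrichment analysis, the paper concludes that NSD2 loss exacerbates the inflammatory response in IECs.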

**FIGURE 5:**
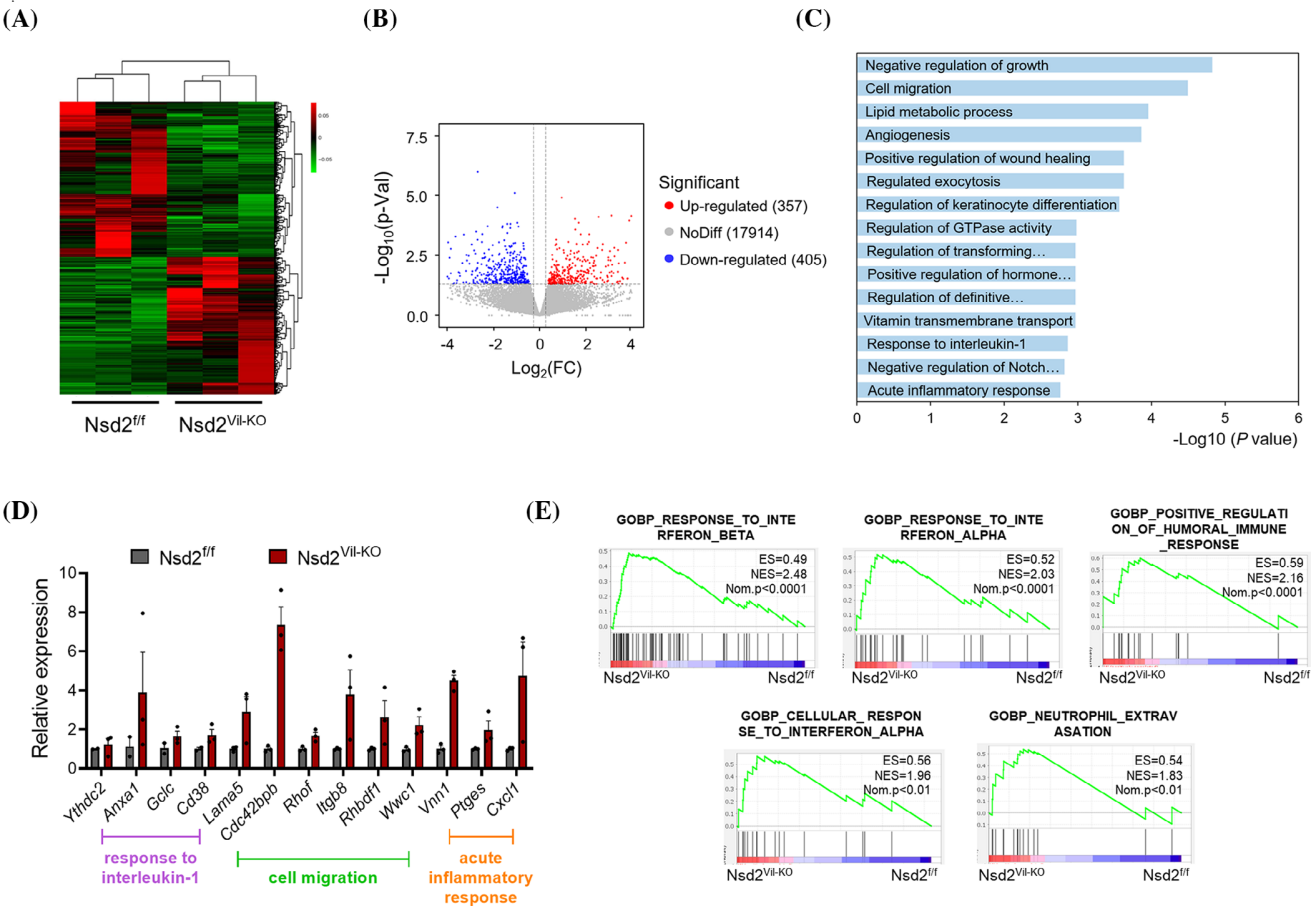
Loss of NSD2 exacerbates the inflammatory response in the intestine. (A) Heatmap of differentially expressed genes in intestinal epithelial cells (IECs) from 2% dextran sodium sulphate (DSS)‐treated Nsd2^f/f^ and Nsd2^Vil‐KO^ mice. (B) Volcano plot of comparative RNA sequencing (RNA‐seq) data between 2% DSS‐treated Nsd2^f/f^ and Nsd2^Vil‐KO^ mice. The *x*‐axis specifies the log_2_ fold changes (FC), and the *y*‐axis specifies the ‒log_10_ *p*‐value. Blue dots represent downregulated genes, and red dots represent upregulated genes. (C) Gene Ontology (GO) analysis of differentially expressed genes. (D) qRT‐PCR was used to verify the differentially expressed genes related to immune cell migration, response to interleukin‐1, and acute inflammatory response (*n* = 3 per group). (E) Gene set enrichment analysis (GSEA) enrichment plots of differentially expressed genes associated with Nsd2 deletion.

### 3.6 NSD2 loss leads to a reduction in Fmo mRNA levels and impedes taurine accumulation

To further explore the NSD2‐H3K36me2‐mediated mechanism, we performed ChIP sequencing (ChIP‐seq) targeting H3K36me2 in Nsd2^f/f^ and Nsd2^Vil‐KO^ IECs after 4 days of DSS treatment. The H3K36me2 ChIP‐seq analysis revealed a total of 10 984 filtered peaks, distributed across promoters (21.11%), introns (35.88%), intergenic regions (40.87%) and exons (2.14%; Figure 6A,B). To correlate the chromatin binding with the transcriptional regulation, the ChIP‐seq data were aligned with the expression profile. The Venn diagrams showed that 161 genes had expression changes after NSD2 ablation (Figure 6C). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed that most of the DEGs are related to the FoxO signalling pathway and taurine and hypotaurine metabolism (Figure 6C). 

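Only the RNA-seq side of this comparison was examined, and the ChIP-seq data were not analysed here. Of the 8 FoxO genes of Figure S3, 7 were lower in Nsd2 Vil-KO mice, with a median log2 fold change of −1.08. Homer1, Sgk3, Fbxo32 and Tgfbr1 passed the screening criterion. Adjusted over the list alone, 4 of the 8 had an adjusted p below 0.05 in edgeR, and 0 had over all genes tested. The paper reached this pathway through DEGs of the same samples, so neither these calls nor a set test on the list is independent evidence, and no set test is given. Homer1 (ENSMUSG00000007617, chromosome 13, 93299635 to 93405129) had 16.1 ± 2.26 CPM (SD, n = 3) in Nsd2 f/f mice and 6.70 ± 2.02 CPM (SD, n = 3) in Nsd2 Vil-KO mice, a log2 fold change of −1.26 (standard error 0.30). Foxo1 and Foxo3 had log2 fold changes of 0.11 (standard error 0.24) and −0.55 (standard error 0.32). The log2 fold change of Foxo1 was −0.0058 without Nsd2 f/f replicate 1. With each library left out in turn, the median of the list stayed between −1.32 and −0.63. In the 4 libraries without Xist transcripts, a subset chosen after the values were seen, it was −0.40, and Foxo1 was higher, at 0.38, and passed the criterion.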

Further study showed no significant difference in the FoxO signalling pathway between Nsd2^Vil‐KO^ mice and control mice (Figure S3). Notably, the taurine and hypotaurine metabolism pathway was significantly enriched within our dataset. 

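The paper reached this pathway, like FoxO, through DEGs of the same samples, so the tests on its genes are not independent evidence. The taurine and hypotaurine list was written before the data were examined and held 12 tested genes. Of these, 11 were lower in Nsd2 Vil-KO mice, with a median log2 fold change of −0.46 (adjusted p = 8.34e-04 by limma's camera test with the preset correlation, 0.240 with the correlation estimated and 0.325 by fry). Without Nsd2 Vil-KO replicate 2 the median was −0.21. The screening criterion was passed by 1 of the 12 genes, Fmo2, which is 8.33% against 3.29% of the other 14638 genes tested (Fisher's exact test, two-sided, p = 0.331). The count was 3 with DESeq2, and 2 with no filter or without Nsd2^f/f replicate 1. The filter of at least 10 counts in each library removed Fmo2, which had 9 in Nsd2 Vil-KO replicate 2. The count was 0 with that filter, which so says nothing on Fmo2, and with a replicate block. It was also 0 without Nsd2^f/f replicate 3, Nsd2^Vil-KO replicate 2 or Nsd2^Vil-KO replicate 3. In settings chosen after the values were seen, it was 0 in the 4 libraries without Xist transcripts and on log2(FPKM + 1). Adjusted over the list alone, 0 genes had an adjusted p below 0.05, with the smallest at 0.343. Cdo1 (ENSMUSG00000033022, chromosome 18, 46713193 to 46728395), which encodes cysteine dioxygenase, had 30.6 ± 3.18 CPM (SD, n = 3) in Nsd2 f/f mice and 21.6 ± 8.83 CPM (SD, n = 3) in Nsd2 Vil-KO mice, a log2 fold change of −0.50 (standard error 0.33). Csad, which encodes cysteine sulphinic acid decarboxylase, had a log2 fold change of −0.19 (standard error 0.26) and of 0.11 without Nsd2 f/f replicate 3.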

The data showed that *Fmo2*, *Fmo4* and *Fmo5* (flavin‐containing monooxygenase, which functions as the taurine‐synthesis enzyme) were downregulated in Nsd2^Vil‐KO^ mice. Furthermore, qPCR analysis demonstrated that the loss of NSD2 resulted in the downregulation of FMOs expression levels, while the overexpression of NSD2 led to their upregulation (Figure 6D). In addition, we conducted qPCR analysis in CRC cell lines SW620 and MC38 transfected with vector, sg*Nsd2*‐1, sg*Nsd2*‐2 and *Nsd2*‐OE plasmids. qPCR analysis revealed that NSD2 deletion significantly downregulated FMOs expression levels, while the expression levels of the FMOs were significantly restored by overexpressing NSD2 (Figures 6E and S4A). Additionally, ChIP‐seq tracks (Figure 6F) and ChIP‐qPCR (Figure 6G) confirmed that *Fmo2*, *Fmo4* and *Fmo5* exhibited decreased H3K36me2 occupancy specifically in their promoter regions, compared to controls.

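Fmo2 (ENSMUSG00000040170, chromosome 1, 162874317 to 162898726) was counted 33, 22 and 24 times in Nsd2 f/f replicates 1, 2 and 3 and 16, 9 and 16 times in Nsd2 Vil-KO replicates 1, 2 and 3. This is 1.62 ± 0.32 CPM (SD, n = 3) against 0.70 ± 0.17 CPM (SD, n = 3), a log2 fold change of −1.19 (standard error 0.43, adjusted p = 0.992 from edgeR's quasi-likelihood test). Each Nsd2 Vil-KO library was below each Nsd2 f/f library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Fmo2 passed the screening criterion with all 6 libraries, and in 1 of the 6 fits that each left out a library.
Fmo4 (ENSMUSG00000026692, chromosome 1, 162793188 to 162813972) had 4.06, 6.03 and 19.4 CPM in Nsd2 f/f mice and 4.73, 1.5 and 4.14 CPM in Nsd2 Vil-KO mice, a log2 fold change of −1.48 (standard error 0.69, adjusted p = 0.992 from edgeR). The genotypes overlapped (exact permutation test, two-sided, p = 0.3), and the criterion was not passed. Fmo5 (ENSMUSG00000028088, chromosome 3, 97628804 to 97655282) had 4.76, 5.08 and 25.6 CPM in Nsd2 f/f mice and 6.92, 1.5 and 2.61 CPM in Nsd2 Vil-KO mice, a log2 fold change of −1.66 (standard error 0.84, adjusted p = 0.992 from edgeR). Its genotypes overlapped as well (exact permutation test, two-sided, p = 0.3). Without Nsd2 f/f replicate 3, the log2 fold change of Fmo4 was −0.53 and that of Fmo5 −0.41. In the 4 libraries without Xist transcripts, a subset chosen after the values were seen, the changes were −0.87 for Fmo2, −0.16 for Fmo4 and −0.02 for Fmo5.
Fmo1 had a log2 fold change of −0.43 (standard error 0.62), which was 0.24 with limma-voom and quality weights and 0.36 in the 4 libraries without Xist transcripts. As a list, the 4 tested Fmo genes had a median of −1.34 (adjusted p = 7.42e-04 by camera with the preset correlation, 0.240 with the correlation estimated and 0.325 by fry), and 0 genes had an adjusted p below 0.05 adjusted over the list alone. The paper reached Fmo2, Fmo4 and Fmo5 through DEGs of the same samples, so these set tests are not independent evidence.

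**Figure D2:**
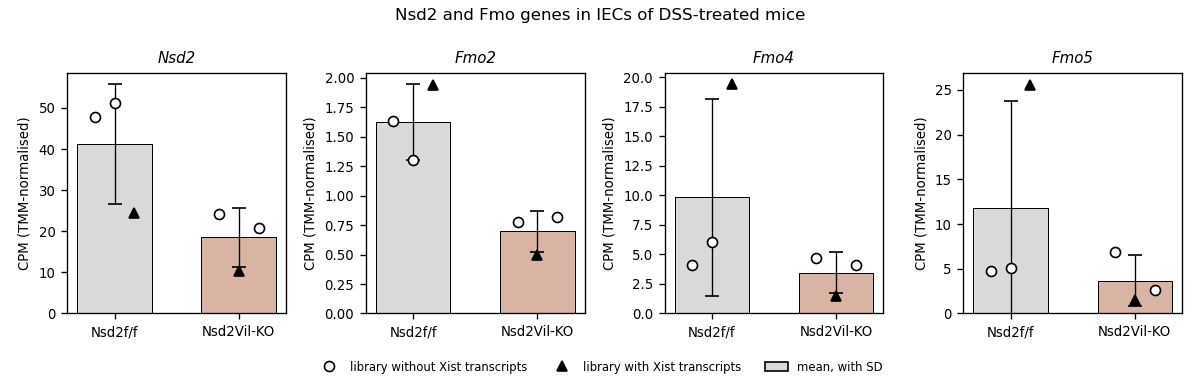
CPM (y axes, from 0) of Nsd2, Fmo2, Fmo4 and Fmo5 in the 3 libraries of each genotype, left to right by replicate. Bars show the mean, error bars the SD and symbols single libraries, with filled triangles for the 2 libraries that contained Xist transcripts. Nsd2 f/f replicate 3 has the highest Fmo4 (19.4 CPM) and Fmo5 (25.6 CPM).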

**FIGURE 6:**
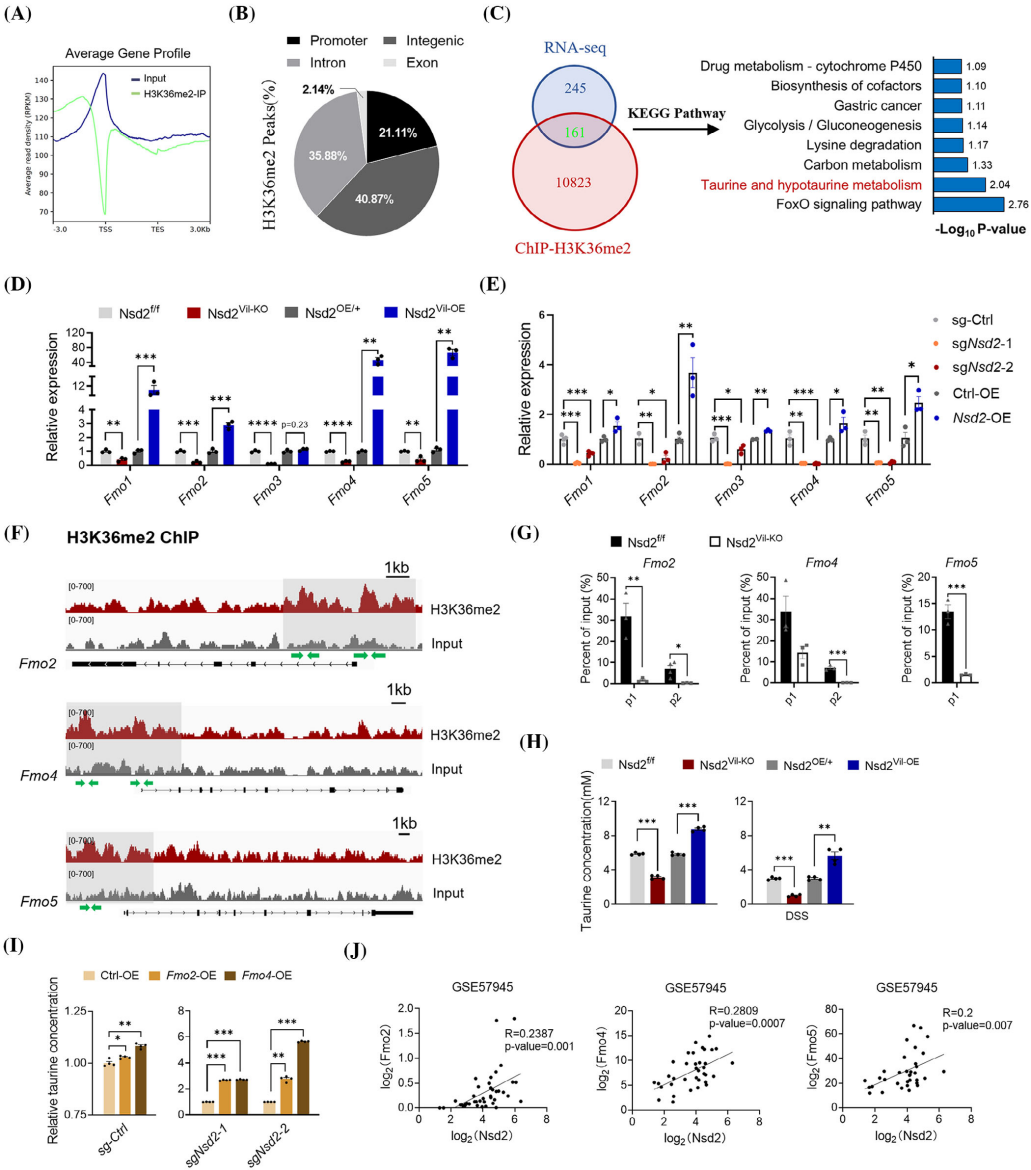
NSD2 loss leads to a reduction in Fmo mRNA levels and impedes taurine accumulation. (A) Normalised read density of H3K36me2 chromatin immunoprecipitation sequencing (ChIP‐seq) signals in colons from Nsd2^f/f^ and Nsd2^Vil‐KO^ mice, ranging from 3 kb upstream of the TSS to 3 kb downstream of the TES. (B) Mapping of H3K36me2 ChIP peaks relative to genomic annotations. (C) The overlap of significantly affected genes in ChIP‐seq and RNA sequencing (RNA‐seq) data, along with representative KEGG terms. (D) Quantitative mRNA expression levels of *Fmo1*, *Fmo2*, *Fmo3*, *Fmo4* and *Fmo5* in the colons of Nsd2^f/f^, Nsd2^Vil‐KO^, Nsd2^OE/+^ and Nsd2^Vil‐OE^ mice after dextran sodium sulphate (DSS) treatment (*n* = 3 for each group). (E) RT‐qPCR analysis of Fmo genes using sg‐Ctrl, sg*Nsd2*‐1, sg*Nsd2*‐2, Ctrl‐OE and *Nsd2*‐OE (SW620 derived) samples (*n* = 3 per group). Statistical analysis was performed using an unpaired *t*‐test. (F) Snapshot of H3K36me2 ChIP‐seq signals at the *Fmo2*, *Fmo4* and *Fmo5* gene loci in intestinal epithelial cells (IECs) from DSS‐treated (4 days) Nsd2^f/f^ and Nsd2^Vil‐KO^ mice. (G) ChIP‐qPCR of *Fmo2*, *Fmo4* and *Fmo5*. The location of the ChIP primer pairs used is denoted with a green arrow (*n* = 3 per group). (H) The level of taurine in IECs from Nsd2^Vil‐KO^ and Nsd2^Vil‐OE^ mice and their littermates, treated with or without DSS, was determined using a taurine microplate assay kit (*n* = 4). (I) The level of taurine in *Nsd2*‐deficient SW620 cell line transfected with *Fmo2* and *Fmo4* overexpression plasmids. (J) Correlation between *Nsd2* and *Fmo2*, *Fmo4* and *Fmo5* expression levels in inflammatory bowel disease (IBD) specimens (GSE 57945). Statistical significance was determined using the Pearson correlation coefficient. The data represent the mean ± SEM, and statistical significance was determined by a two‐tailed Student's *t*‐test unless otherwise indicated. ^*^ *p* < .05, ^**^ *p* < .01 and ^***^ *p* < .001; KEGG, Kyoto Encyclopedia of Genes and Genomes; N.S., not significant; SEM, standard error of the mean; TES. transcription end sites; TSS, transcription start sites.

Next, we found that the taurine concentration was decreased in sg*Nsd2* cells compared to the control mice, while the overexpression of NSD2 caused an increase in taurine concentration (Figure S4B). These data indicate a potential inhibition of taurine accumulation in the absence of NSD2. Furthermore, we also found a significant reduction in taurine concentration in NSD2‐depleted IECs with or without DSS treatment (Figure 6H). In contrast, a significant increase in taurine concentration was observed in Nsd2^Vil‐OE^ mice compared to controls (Figure 6H). To further examine whether the decreased taurine concentration caused by NSD2 deficiency could be rescued by Fmo overexpression, we transfected sg*Nsd2* SW620 cells with *Fmo2*‐OE and *Fmo4*‐OE plasmids. As anticipated, the overexpression of *Fmo2* and *Fmo4* elevated the taurine levels in both sg*Nsd2*‐1 and sg*Nsd2*‐2 cells (Figure 6I). Meanwhile, analysis of clinical IBD patient specimens indicated the positive correlations between the mRNA levels of *Nsd2* and *Fmo2*, *Fmo4* or *Fmo5*, respectively (Figure 6J). Taken together, these results collectively demonstrated that NSD2 loss leads to reductions in *Fmo* mRNA levels and impedes physiological taurine accumulation.

### 3.7 upplementation of taurine relieves intestinal epithelial damage in NSD2‐deficient IBD mouse

Given that NSD2 loss in IECs led to a lower FMO‐mediated taurine concentration, we next investigated whether supplementation of taurine could alleviate experimental colitis caused by NSD2 deficiency. We administered 2% DSS in the drinking water of Nsd2^f/f^ and Nsd2^Vil‐KO^ mice for 5 days and continued with 5‐day taurine supplementation by intragastric administration (Figure 7A). As expected, Nsd2^Vil‐KO^ mice showed a significant relief from IBD after supplementation of taurine, as indicated by body weight, colon length, the ratio of splenic weight to body weight and histological score (Figure 7B‒E). Furthermore, we observed a marked reduction in immune cell infiltration and a suppression of proinflammatory cytokine and chemokine induction in taurine‐supplemented Nsd2^Vil‐KO^ mice compared to that in control mice (Figure 7F,G). Additionally, taurine supplementation led to a recovered protein level of ZO‐1 and E‐cadherin in the distal colon tissues of Nsd2^Vil‐KO^ mice (Figure 7H,I), indicating a repair of the intestinal epithelial barrier.

**FIGURE 7:**
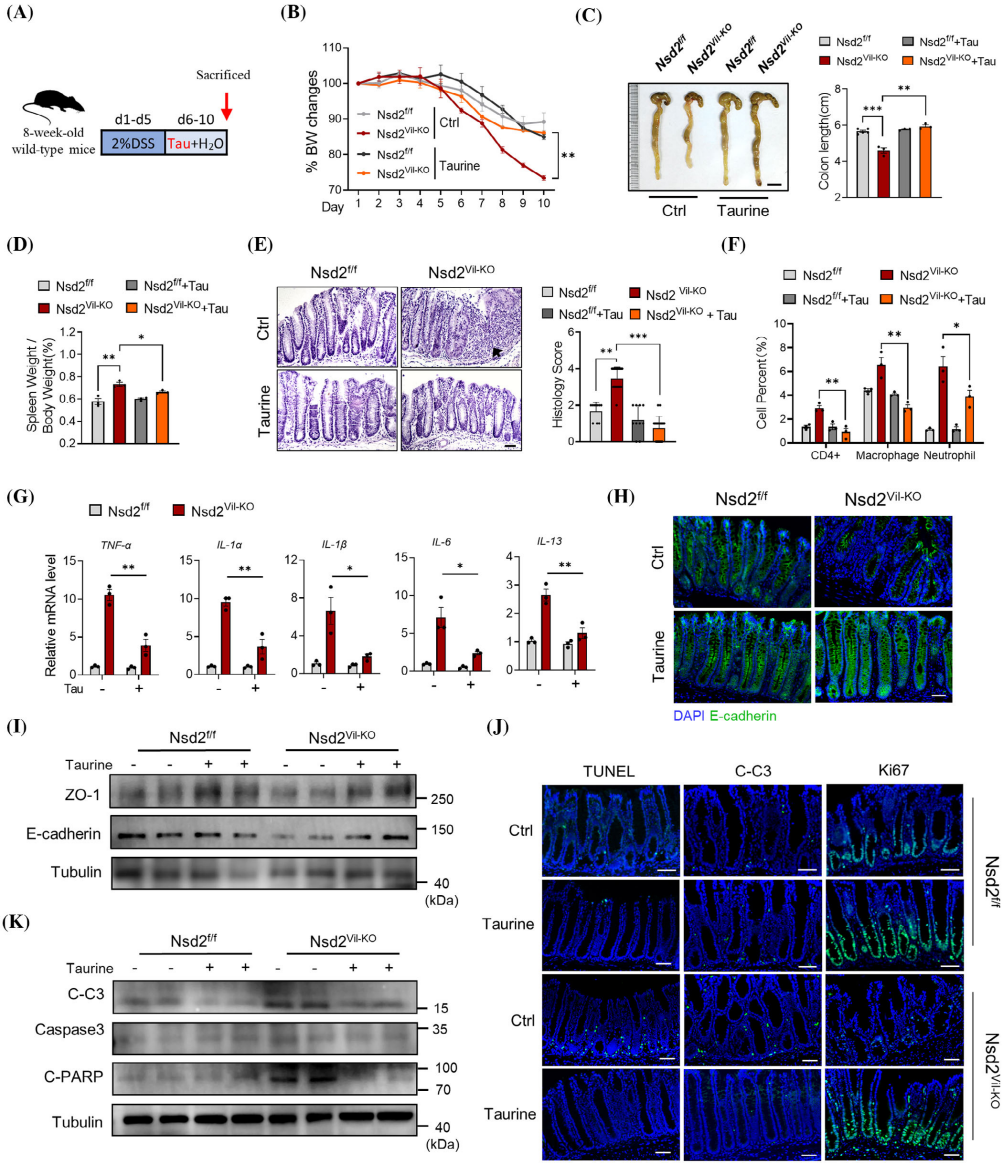
The supplementation of taurine relieves intestinal epithelial damage in NSD2‐deficient inflammatory bowel disease (IBD) mouse. (A) Schematic representation of the dextran sodium sulphate (DSS) treatment and taurine supplementation protocol. Relative percentage change of body weight (B), and representative images and quantification of colon morphology and lengths (C) of Nsd2^f/f^ and Nsd2^Vil‐KO^ mice after 2% DSS administration for 5 days, intragastric administration for 5 days, and sacrificed on day 10 (*n* = 3). (D) Spleen weight normalised to body weight at day 10. (E) Representative images of haematoxylin and eosin (H&E) and histology score (right) of distal colon of Nsd2^Vil‐KO^ mice with or without taurine supplementation. Scale bar: 50 µm. Arrow: immune cell infiltration. (F) After DSS treatment, colonic lamina propria cells were analysed by flow cytometry (*n* = 3). (G) Relative gene expression levels of *Tnf‐a*, *Il‐1a*, *Il‐1b*, *Il‐6* and *Il‐13* from colonic tissues of Nsd2^Vil‐KO^ mice with or without taurine supplementation. (H) Immunofluorescence of E‐cadherin staining of the distal colon. Scale bar: 50 µm. (I) Western blotting analysis of ZO‐1 and E‐cadherin of the distal colon. (J) TUNEL, C‐C3 and Ki67 staining of the distal colon from Nsd2^Vil‐KO^ mice with or without taurine supplementation and counts of the positive cells. Scale bar: 50 µm (*n* = 3 each group). (K) Western blotting analysis of C‐C3, caspase‐3 and C‐PARP; error bars show mean ± standard deviation (SD). *p*‐Values were determined by unpaired two‐tailed *t*‐test. For body weight curves, two‐way analysis of variance (ANOVA) analysis with Sidak's multiple comparisons test.

Moreover, we found that the number of TUNEL‐ and C‐C3‐positive IECs was reduced in taurine‐treated Nsd2^Vil‐KO^ mice after DSS treatment (Figure 7J,K). Meanwhile, an increase in Ki67‐positive cells was observed in taurine‐treated Nsd2^Vil‐KO^ mice (Figure 7J), suggesting a restoration of epithelial self‐renewal capacity. Taken together, our results demonstrate that supplementation with taurine inhibits IEC apoptosis, enhances epithelial cell self‐renewal and attenuates the intestinal inflammation caused by NSD2 loss.

## 4 DISCUSSION

In this study, we reported that the deletion of NSD2 in IECs precipitates intestinal barrier dysfunction and exacerbates inflammatory infiltration. Our findings revealed a mechanistic link between NSD2 deficiency and downregulation of H3K36me2 at protein level, along with diminished Fmo expression at mRNA level, leading to impeded taurine accumulation in both in vitro and in vivo models. Supplementation of taurine can effectively alleviate intestinal epithelial damage in NSD2‐deficient IBD mice. Thus, these results indicate that NSD2 act as a protector of the intestinal epithelial barrier during intestinal inflammation, which helps maintain intestinal epithelial homeostasis by preventing cell apoptosis (Figure 8).

**FIGURE 8:**
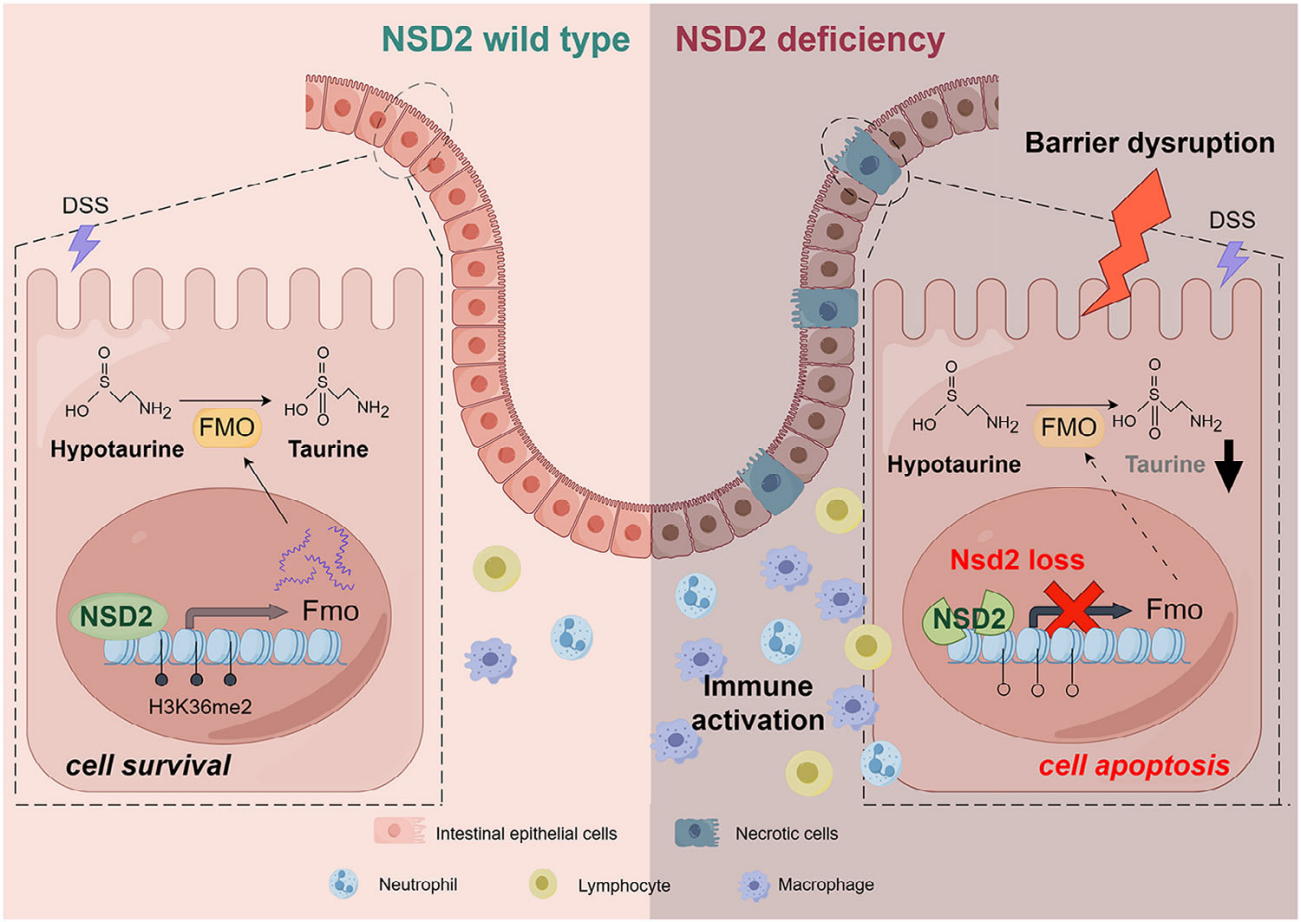
Schematic representation of the mechanism by which NSD2 drives flavin‐containing monooxygenase (FMO) in intestinal taurine accumulation to maintain intestinal homeostasis.

NSD2, a member of nuclear receptor‐binding SET domain protein (NSD) family, plays a crucial role in gene transcription, DNA replication and cellular differentiation. Several studies have shown the significant importance of NSD2 in chromatin regulation and regulates cell senescence, proliferation, migration, invasion and epithelial‒mesenchymal transition.^15^, ^28^, ^29^, ^30^, ^31^, ^32^, ^33^, ^34^, ^35^, ^36^, ^37^, ^38^, ^39^, ^40^, ^41^ Previous studies suggest that NSD2‐mediated H3K36me2 is crucial for transcription activation and the expression of multiple oncogenes in CRC.^30^, ^35^, ^42^, ^43^ These studies imply that NSD2, as a histone modifier, may play different roles depending on the genetic environment or context. Till now, there is limited documentation about the role of NSD2 in IBD. Our study highlights the protective role of NSD2 in IECs, where it safeguards against excessive apoptosis and facilitate the maintenance of intestinal epithelial homeostasis through FMO‐mediated physiological taurine metabolism.

Taurine, a conditionally essential beta‐amino, is an essential nutrient for the development, growth and maintenance of physiological functions of various tissues.^44^ Low taurine concentration is closely correlated with several age‐related diseases^45^ and taurine deficiency causes functional impairments in skeletal muscle, eye and the central nervous system.^46^ Moreover, taurine supplementation could enhance resistance to infection, prevent diabetes mellitus, insulin resistance and its complications, ischaemic stroke and inflammation.^18^, ^47^, ^48^, ^49^ The latest studies reported that taurine metabolism influences the proliferative, anti‐apoptotic and migratory abilities of cancer cells.^19^ Taurine can be obtained from the diet and absorbed by cells through taurine transporters.^50^ Due to limited exogenous intake, the maintenance of abundant taurine content in the mammalian body also originates from endogenous synthesis.^51^ Previous studies have shown that endogenous taurine is primarily produced from cysteine through the action of cysteine sulphonic acid decarboxylase.^52^ In addition to the cysteic acid pathway, hypotaurine can be oxygenated to taurine by FMOs,^51^ which is currently considered the primary pathway for taurine synthesis.^51^ Therefore, FMOs are essential for maintaining endogenous taurine synthesis. FMOs, which include subtypes 1–5, function as the taurine‐synthesis enzyme that converts the precursor hypotaurine to taurine.^51^, ^53^, ^54^ Additionally, FMOs are promiscuous enzymes that metabolise a wide range of exogenous compounds.^55^ There were significant differences in the expression levels of FMOs based on tissue, age, sex and species. In humans and mice, FMOs are primarily expressed in the liver and skin, and to a lesser extent in other tissues, such as the small intestine.^53^ Notably, it is reported that FMO5 play important roles in intestinal inflammation.^18^, ^56^, ^57^ Emerging research offers novel insights indicating that the FMO family is subject to modulation by a range of factors influencing both transcriptional and post‐transcriptional mechanisms. These factors encompass the precursor amino acids of taurine, hormonal influences, bile acids and cytokines.^51^ However, little is known about the epigenetic mechanism of FMOs regulation. Here, we found that the histone methyltransferase NSD2 can catalyse the H3K36me2 on the promoters of *Fmo2*, *Fmo4* and *Fmo5* (flavin‐containing monooxygenase, which functions as the taurine‐synthesis enzyme), thereby elevating the transcriptional levels of FMOs, leading to increased taurine synthesis and, consequently, a reinforced intestinal barrier during inflammation. Furthermore, overexpression of NSD2 in IECs significantly elevated FMOs levels and taurine concentration, effectively mitigating DSS‐induced IBD. In vitro experiments also confirmed these results. Taurine supplementation inhibited IEC apoptosis and assisted in mucosal repair, thereby effectively attenuating the intestinal inflammation caused by NSD2 loss.

Previous studies have shown that histone modification modulates the intestinal immune microenvironment.^58^, ^59^, ^60^, ^61^ Our study contributes to this field by pointing out the role of NSD2‐mediated H3K36me2 in IBD pathogenesis. Here, we found that NSD2‐mediated H3K36me2 protects IECs from excessive apoptosis by modulating FMOs transcriptional levels and preserving taurine concentration, thus maintaining an intact and functional mucosal barrier. It is also worthy to point out that NSD2 catalyses H3K36me2 at intergenic regions,^62^ which is crucial for the recruitment of DNMT3A and the maintenance of DNA methylation at these regions. However, the potential impact of NSD2 loss on DNA methylation patterns in intergenic regions, and its subsequent effects on Fmo gene expression, needs to be further studied with whole‐genome bisulphite sequencing in the future.

In summary, our study delineates a novel role for NSD2 in the intestinal inflammatory diseases. We propose that NSD2's epigenetic regulation of FMOs and its impact on taurine metabolism are critical for intestinal epithelial barrier function and homeostasis. These findings provide therapeutic insights into potential therapeutic approaches for IBD and possibly other human disorders associated with NSD2 deficiency.

## AUTHOR CONTRIBUTIONS

Li Li and Wei‐Qiang Gao conceived the experimental concept, designed the experiments and interpreted the data. Yue Xu performed most of the experiments and wrote the manuscript. Xiuying Xiao performed tissue microarray and pathology analyses. Chunxiao Ma, Ziyi Wang, Wenxin Feng, Wei Zhang, Ningyuan Liu and Rebiguli Aji assisted in some experiments. Xiangjun Meng helped with valuable discussion. Wei‐Qiang Gao assisted in some discussion. Li Li provided the overall guidance. All authors read and approved the final manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare they have no conflicts of interest.

## ETHICS STATEMENT

Not applicable.

## Supporting information

Supporting Information

Supporting Information

## Data Availability

The authors declare that all data supporting the findings in this study are available within the paper, Supporting Information and source data. All data are available from the authors upon reasonable request. RNA‐seq and ChIP‐seq raw data have been deposited in the Gene Expression Omnibus under accession numbers: GSE267227 and GSE267102.

# Supplementary material for: Epithelial NSD2 maintains FMO‐mediated taurine biosynthesis to prevent intestinal barrier disruption
**Source:** Clin Transl Med. 2024 Dec 10;14(12):e70128. doi: 10.1002/ctm2.70128

**Figure S1** NSD2 deletion does not affect the self-renew and differentiation of IECs under steady state.

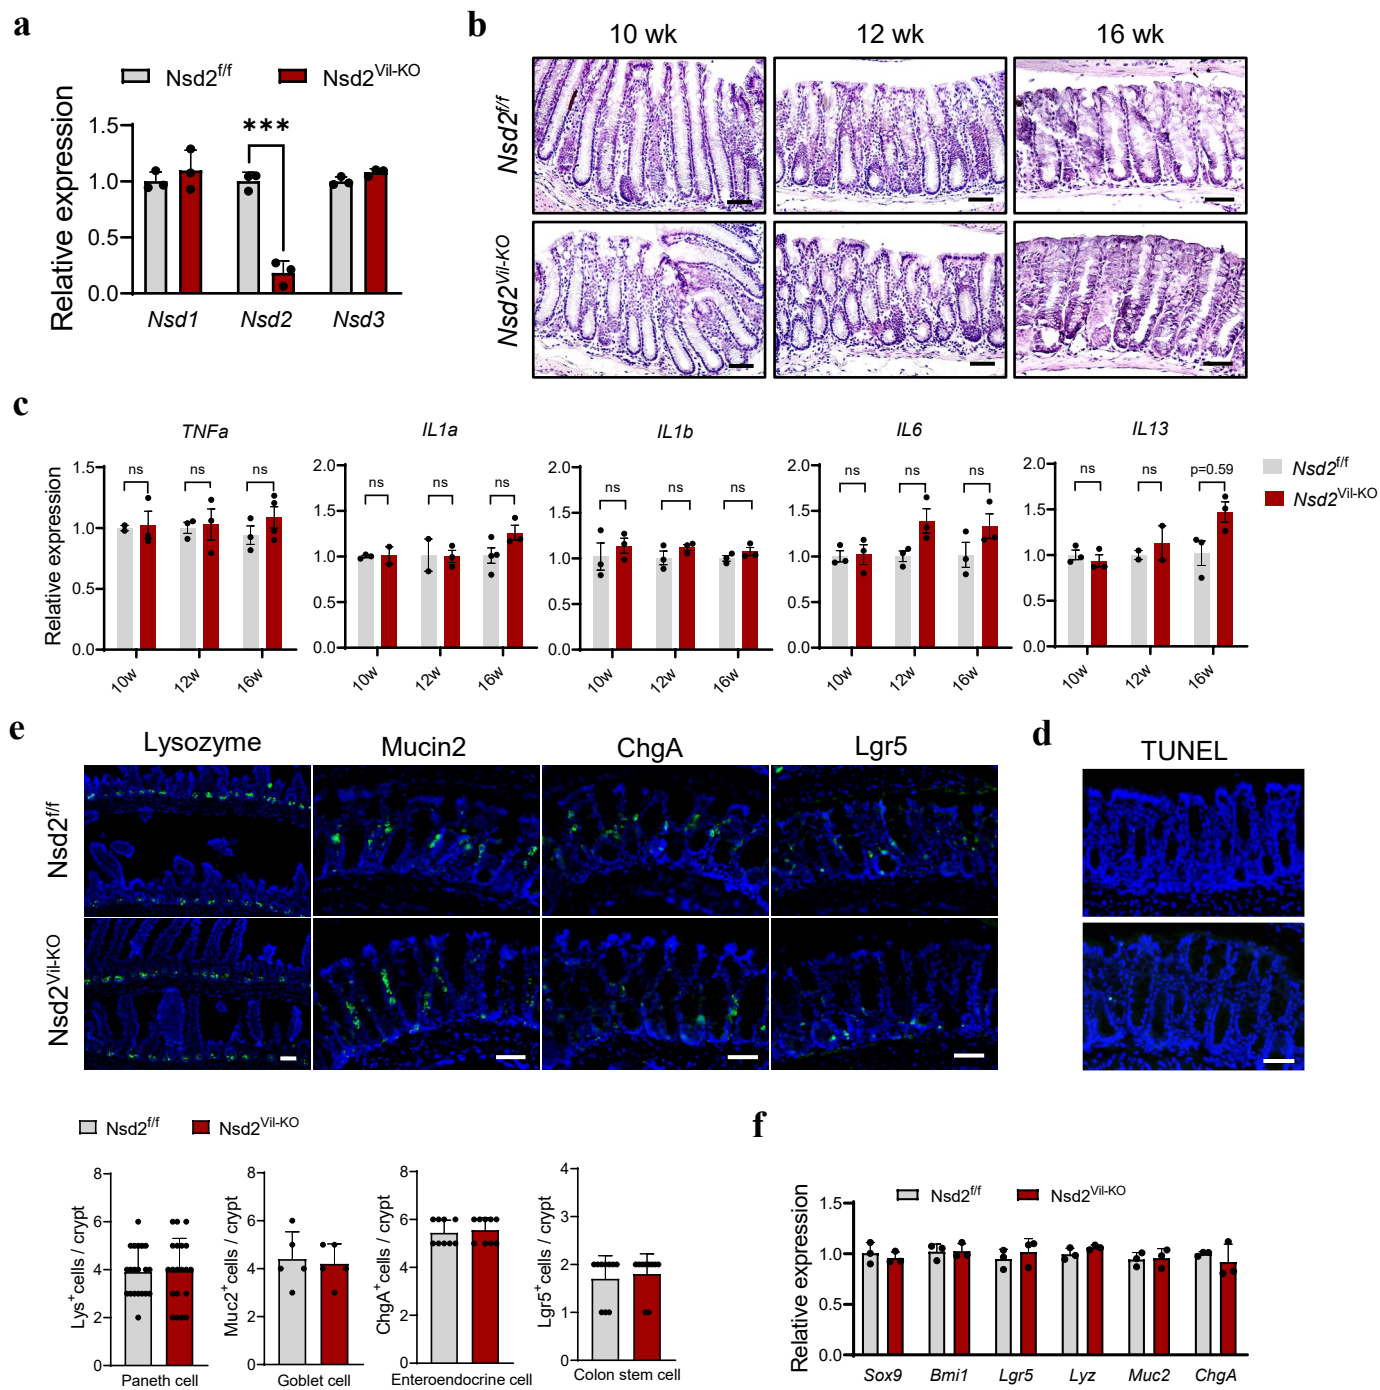

**Figure S2** NSD2 deletion results in a loss of IECs after DSS treatment.

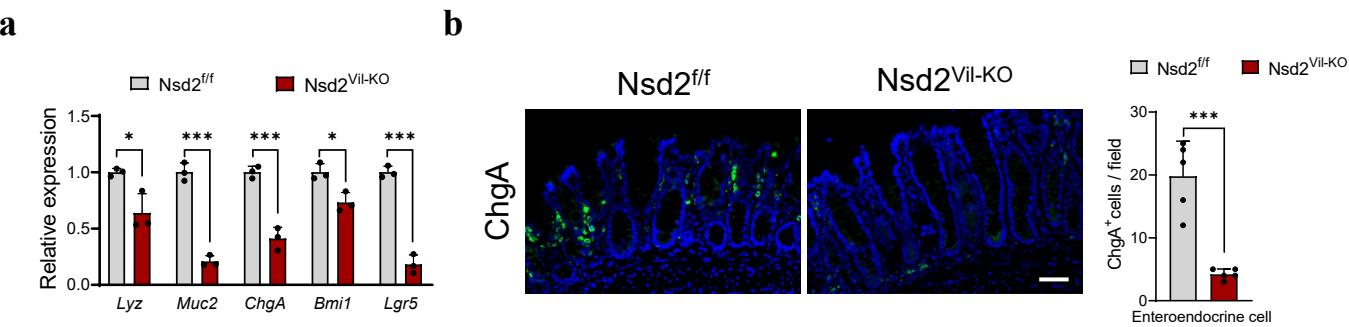

**Figure S3** Adult NSD2 loss does not affect FoxO pathway in the colons.

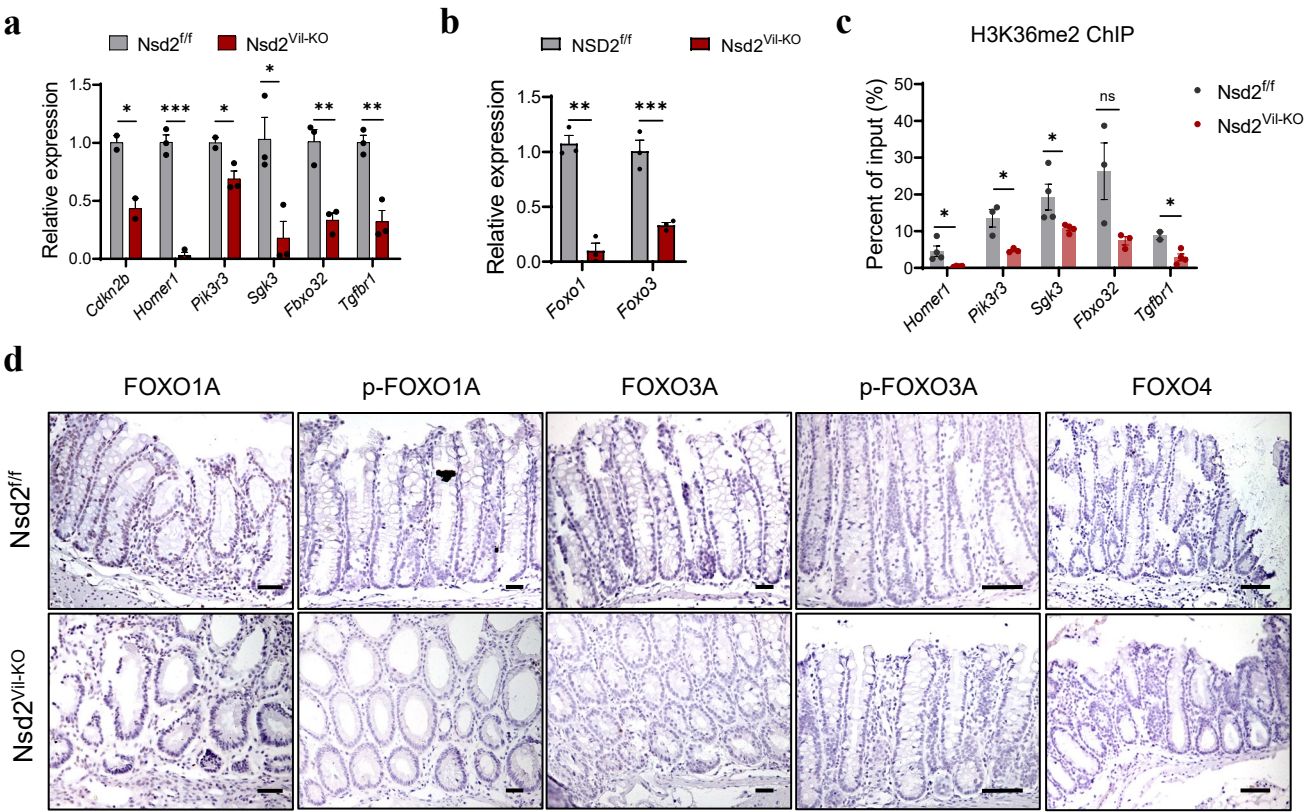

**Figure S4** Loss of NSD2 reduces Fmo RNA levels and impedes taurine accumulation in vitro.

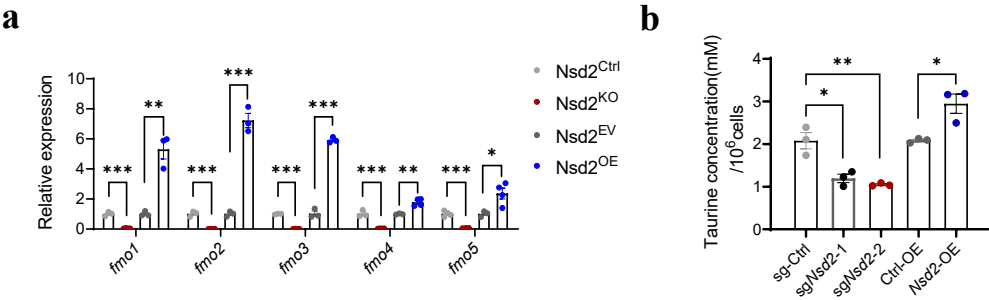

**Supplement:** Supplementary file 1 — Supporting Information

# Supplementary material for: Epithelial NSD2 maintains FMO‐mediated taurine biosynthesis to prevent intestinal barrier disruption
**Source:** Clin Transl Med. 2024 Dec 10;14(12):e70128. doi: 10.1002/ctm2.70128
**Supplement:** Supplementary file 2 — Supporting Information

**Supplemental Table 1: Primers used for qRT-PCR**

How the deposited data were processed for this re-analysis (not part of the article)

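RNA-seq of colon epithelial cells (IECs) from mice given 2% DSS was analysed in 6 libraries, 3 from Nsd2 f/f and 3 from Nsd2 Vil-KO mice. Each library was assigned to its genotype and replicate from the sample labels, and the percentage of DSS was taken from the legend of Figure 5. The authors deposited whole-number counts of reads per Ensembl gene, without normalisation and without a filter on low counts. According to the methods, the authors isolated polyA RNA, sequenced directional libraries in paired ends, removed adapters and poor reads with Cutadapt and Trimmomatic, and aligned reads to GRCm38 with HISAT2. The paper's own comparison used FPKM from StringTie with Ballgown. Those FPKM values, the H3K36me2 ChIP-seq data and the members of the GO, KEGG and gene set enrichment terms were not used here. The counting program and its use of strand are not named in the paper's text, so genes that overlap on opposite strands and copies of one gene can share reads. The sample labels and the methods name different library kits.

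The libraries held between 15439123 and 20350539 counted reads, with a median of 18209316. One library's floor of 3 counts corresponded to between 0.146 and 0.242 CPM. Mitochondrial genes took 19.6% of the counts in the library labelled Nsd2 f/f replicate 3 and between 5.51% and 9.13% in the other 5. Each of the 6 columns of the table was used and 0 were left out. Gene symbols, coordinates, biotypes, exon lengths and GC content came from GENCODE vM21 on GRCm38, in which 99.5% of the listed genes were found.

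Counts were analysed in R 4.3.3 with edgeR 4.0.16. TMM factors were used for normalisation, genes were kept by filterByExpr with the genotype as group (14650 genes), and genotypes were compared by the quasi-likelihood test with robust estimation, without covariates, and Benjamini-Hochberg adjustment over the tested genes. A gene passed the screening criterion of the paper's results with a fold change above 1.2 and an unadjusted p below 0.05. The methods of the paper name an adjusted p below 0.05 instead, so both counts were made. Exact permutation tests over the 10 splits of 6 libraries into 3 and 3 were added for single genes, where the smallest possible p is 0.1. Gene lists were tested with the camera function of limma 3.58.1 at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, and adjusted within 11 lists that belong to claims and, separately, within the lists of cell type markers, of which 18 were written and the one with 1 tested gene (enteric glia and neurons) was left out of the tests. The Figure 5D and FoxO lists come from DEGs of these same libraries, so the set tests on them are decided by that choice and their p-values are not given. The paper reached taurine metabolism and its Fmo genes through those DEGs too, so the tests given for these lists are not independent evidence. Reactome pathways with 10 to 300 tested genes were tested in the same way. Figures were drawn with matplotlib 3.10.9.

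The test was tried on simulated counts with the means, library sizes and spread of these libraries. Each gene was simulated on its own, so no simulated library stood apart over many genes, as the libraries with Xist did. The shares found are therefore not the power of the test in these data. Of 200 genes changed by 2 on the log2 scale among 14270 tested, 59.5% were found at an adjusted p below 0.05 and 90.5% passed the screening criterion, while 5.05% of unchanged genes had a p below 0.05 and 9.16% of the calls at an adjusted p below 0.05 were false. With the spread divided by 10, 97.5% were found among 14455 tested.

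The design, the gene lists, the rule for named genes and 23 alternatives were set before the data were examined. The rule named Nsd2, each mouse gene that the paper names for RNA-seq, in Figures 2I, 5D, 6D, S1A, S1F, S2A and S3 or in Supplemental Table 1, and the 5 genes with the smallest p in each direction among those past the criterion with a mean of at least 1 CPM and no overlap between genotypes. For Reactome it named the 5 pathways with the smallest p in each direction. A gene and a pathway that the rule names are not reported here. The alternatives covered normalisation (size factors of the DESeq2 type, library size only), the filter (none, or at least 10 counts in each library), the model (DESeq2 1.42.0, limma-voom with quality weights, a linear model per gene on log2(CPM + 1), robust estimation off), the fold change limit (2, or none), the set test, the number of variable genes or the distance behind the separation, a replicate block, and each library left out in turn. A further 6 alternatives were added after the data were seen: the 4 libraries without Xist transcripts, the presence of Xist as a covariate, removal of trends on GC content or gene length, mitochondrial genes left out, and a linear model on log2(FPKM + 1). The first 2 of these were chosen because the libraries labelled Nsd2 Vil-KO replicate 2 and Nsd2 f/f replicate 3 were seen to stand apart.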

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

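The tests in this part were chosen after the result was seen. Xist, a transcript of the inactive X chromosome that the paper does not discuss, was at 204.4 CPM (3684 counts) in the library labelled Nsd2 Vil-KO replicate 2 and at 347.1 CPM (4296 counts) in the library labelled Nsd2 f/f replicate 3. The other 4 libraries had between 1 and 5 counts. The Y genes Ddx3y, Kdm5d, Eif2s3y and Uty showed the opposite pattern, with 0 and 3 summed counts in those 2 libraries and between 3166 and 4187 in the others. The paper's text does not give the sex of the mice used for RNA-seq. The presence of Xist divides the libraries 1 and 2 within each genotype.

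The same 2 libraries stood apart over the whole transcriptome, with a mean Spearman correlation of 0.933 across genes with the other 4, which had 0.981 among themselves. In replicate 2 of Nsd2 Vil-KO 3995 genes, and in replicate 3 of Nsd2 f/f 3158 genes, deviated by more than 1 on the log2 scale from the mean of the other 4 libraries. At least 97.3% of these lay outside chromosomes X and Y and at least 99.5% were not mitochondrial, but so did most tested genes, so these shares decide little. The mean correlation was 0.934 against 0.981 with genes of X and Y left out. It was 0.933 against 0.981 with mitochondrial genes left out. This argues against transcripts of the sex chromosomes or of mitochondria as the whole pattern, though not against an effect of sex or of cell quality on other genes. A trend on GC content accounted for at most 0.38% of the variance of the deviations and a trend on gene length for at most 1.91%, which argues against these trends. Library size is argued against as well: when each of the other 4 libraries was thinned alone to 7709624 counts, below the smallest total, its lowest correlation with the rest was 0.971, above the highest of the 2 libraries with the other 4 (0.945). A mixture of RNA from mice of both sexes in 1 library is argued against by the largest summed Y count of 3 in a library with Xist.

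The sex of the mouse stays open as a candidate explanation, but the test gave it little ground: the 2 libraries with Xist had a correlation of 0.927 with each other, no closer than with the other 4. With 1 such library per genotype, sex, severity of colitis, cell composition and handling cannot be told apart for these 2 libraries. The severity of colitis and the handling were not tested.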

How the results depend on the processing

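In all, 29 alternatives were run on 109 results, 23 set before the data were examined and 6 chosen after they were seen. The cause of the changes below was not tested, except where the alternative's construction shows it. Values are log2 fold changes or medians of them, and counts where so named. The medians of the interferon list, the FoxO list, the humoral list and the Figure 5D genes kept their direction in each alternative run on them.

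With a fold change limit of 2 there were 125 genes higher and 154 lower, fewer by construction. Without a filter there were 377 and 484 genes, 2 taurine list genes past the criterion, 5 cell type lists and 7 Reactome pathways with an adjusted p below 0.05. Fmo4 then passed the criterion (−1.46), and the proximal colon list reversed (0.51). With at least 10 counts in each library, 0 taurine list genes passed, but that filter removed Fmo2, which had 9 counts in Nsd2 Vil-KO replicate 2. The B and plasma cells list (0.47) and the neutrophils list (0.14) reversed under it. Requiring an adjusted p below 0.05 also left 0 taurine list genes. With library size alone there were 8 Reactome pathways, and Nsd2 no longer passed the criterion (−1.12), nor did it with the ordinary linear model (−1.13), where Pcna 0.028 and Nsd3 −0.0010 reversed. DESeq2 gave 4 genes with an adjusted p below 0.05 and 3 taurine list genes, and Fmo4 (−1.51) and Fmo5 (−1.69) passed. The range of the smallest adjusted p over the settings ran from 0.0102 with DESeq2 to 1.00 without Nsd2 f/f replicate 3.

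With limma-voom and quality weights, which lower the weight of divergent libraries, there were 682 genes higher and 758 lower, 5 cell type lists and 50 Reactome pathways. The share of genes with an unadjusted p below 0.05 was then 9.96%, above the 5% that chance gives. No longer past the threshold were the Figure 5D genes of acute inflammatory response 0.67, the Fmo genes list −0.38, the interleukin-1 response list 0.096 and the taurine and hypotaurine metabolism list −0.15, while the neutrophil extravasation list passed it (−0.69). Reversed were Fmo1 0.24, Ado −0.030, Baat 1.07, Csad 0.053, Tnf −0.043, Bmi1 −3.4e-04, Parp1 9.5e-05, the acute inflammation list −0.043, the absorptive colonocytes list 0.011 and the B and plasma cells list 0.19.

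The numbers of the replicates do not pair the libraries: the correlations of the deviations of same-numbered libraries were 0.32, −0.35 and −0.11. With a replicate block there were 133 genes higher and 170 lower past the criterion, 0 taurine list genes and 9 Reactome pathways, Fmo2 was at −1.21 and past it no longer, and Pcna (0.026) and Nsd3 (−8.1e-04) reversed.

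Under camera with the correlation estimated and under fry, 0 cell type lists and 0 Reactome pathways had an adjusted p below 0.05, and the lists lost their calls at unchanged medians: the acute inflammation list 0.18, the Figure 5D genes of acute inflammatory response 1.53, the Figure 5D genes of cell migration 0.92, the Figure 5D genes of response to interleukin-1 0.92, the Fmo genes list −1.34, the FoxO genes of Figure S3 list −1.08, the interleukin-1 response list 0.17, the taurine and hypotaurine metabolism list −0.46 and the type I interferon response list −1.22. The Figure 5D genes as a whole (1.16) lost theirs under fry only. The calls of the Figure 5D and FoxO lists say nothing in any setting, since these genes come from DEGs of the same libraries. The paper reached taurine metabolism and its Fmo genes through those DEGs too, so the calls of these lists are not independent evidence.

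The remaining settings were chosen after the data were seen. In the 4 libraries without Xist there were 841 genes higher and 805 lower, 0 taurine list genes, 5 cell type lists and 82 Reactome pathways. These are fewer libraries but more alike. There 11.1% of genes had an unadjusted p below 0.05 and 0 had an adjusted p below 0.05. Nsd2 was at −1.13 and passed the criterion, as it did with Xist as a covariate (−1.17). Genes no longer past the criterion were Fmo2 −0.87, Vnn1 1.16, Slc6a6 0.21 and Gm18194 5.11. Lists no longer past the threshold were the Figure 5D genes of acute inflammatory response 0.51, the Fmo genes list −0.091, the interleukin-1 response list 0.035 and the taurine and hypotaurine metabolism list −0.033. Past it now were the humoral immune response list −0.36, the neutrophil extravasation list −0.70, the macrophages list −1.41 and the neutrophils list −2.18. Foxo1 0.38, Nsd1 0.32 and Tjp1 0.28 now passed the criterion. Reversed were Anxa1 −0.043, Fmo1 0.36, Ado −0.045, Baat 1.46, Csad 0.099, Gad2 0.13, Tnf −0.26, Parp1 0.041, the acute inflammation list −0.18, the absorptive colonocytes list 0.44, the B and plasma cells list 0.22, the dissociation stress list −0.0082, the proximal colon list 0.17 and the separation of the genotypes 2.40. With Xist as a covariate there were 547 and 598 genes, 7.82% of genes with an unadjusted p below 0.05 and 32 Reactome pathways, and Sox9 (5.5e-04) and Pcna (0.022) reversed. Sox9 and Pcna also reversed with the GC trend (0.063 and 0.037) and the length trend removed (0.031 and 0.041). On log2(FPKM + 1) there were 0 taurine list genes and 6.84% of genes with an unadjusted p below 0.05, Fmo2 was at −0.19, a scale that understates the change of low genes, and Pcna reversed (0.013).

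With each library left out in turn (6 fits), genes higher past the criterion ranged from 117 (without Nsd2 f/f replicate 2) to 364 (without Nsd2 Vil-KO replicate 2) and genes lower from 171 (without Nsd2 Vil-KO replicate 3) to 405 (without Nsd2 Vil-KO replicate 2). Taurine list genes past the criterion ranged from 0 to 2, cell type lists with an adjusted p below 0.05 from 2 to 9, and Reactome pathways from 0 (without Nsd2 Vil-KO replicate 1) to 74 (without Nsd2 Vil-KO replicate 2). Nsd2 ranged from −1.42 to −0.87 and passed the criterion in 4 of the 6 fits. Ranges follow with the number of fits concerned in parentheses. Genes that reversed were Ado from −0.046 to 0.17 (1), Baat from −1.46 to 1.07 (1), Csad from −0.37 to 0.11 (1), Gad2 from −1.19 to 0.052 (1), Ggt1 from −1.08 to 0.062 (2), Ggt5 from −1.47 to 0.13 (1), Foxo1 from −0.0058 to 0.35 (1), Il1b from −4.59 to 0.23 (1), Tnf from −0.35 to 1.04 (2), Lgr5 from −0.87 to 0.14 (1), Sox9 from −0.24 to 0.26 (3), Cdh1 from −0.0027 to 0.19 (1), Mki67 from −0.11 to 0.71 (2), Pcna from −0.28 to 0.21 (3), Parp1 from −0.54 to 0.13 (1) and Nsd3 from −0.092 to 0.12 (3). Genes that kept their direction but no longer passed the criterion were Ythdc2 from 0.40 to 0.53 (5), Cd38 from 0.48 to 0.80 (3), Rhbdf1 from 0.60 to 1.21 (1), Wwc1 from 0.47 to 1.01 (3), Vnn1 from 0.86 to 2.70 (4), Fmo2 from −1.33 to −1.0 (5), Sgk3 from −3.40 to −1.76 (1), Fbxo32 from −2.10 to −0.74 (2) and Slc6a6 from 0.37 to 1.25 (4), and genes that passed it in such a fit but not with all 6 libraries were Anxa1 from 0.054 to 1.60 (2), Gclc from 0.076 to 1.51 (2), Itgb8 from 0.76 to 3.52 (2), Ptges from 0.31 to 2.03 (3), Cxcl1 from 0.93 to 1.95 (1), Fmo4 from −1.86 to −0.53 (1), Fmo5 from −2.50 to −0.41 (2), Cdkn2b from −1.54 to −0.23 (2), Pik3r3 from −1.23 to −0.52 (1), Il1a from −4.75 to −0.32 (2), Lyz1 from −2.63 to −0.55 (1) and Nsd1 from 0.13 to 0.33 (1). Lists that reversed were acute inflammation list from −0.096 to 0.69 (2), neutrophil extravasation list from −1.03 to 0.25 (1), absorptive colonocytes list from −0.84 to 0.17 (1), B and plasma cells list from −0.82 to 0.38 (2), dissociation stress list from −0.024 to 0.40 (1), epithelium list from −0.079 to 0.17 (2), neutrophils list from −1.77 to 0.92 (1), proliferating cells list from −0.034 to 0.72 (1), proximal colon list from −0.65 to 0.45 (2), smooth muscle list from −1.46 to 0.11 (1), stem cells list from −0.82 to 0.11 (1) and T cells list from −0.40 to 0.086 (2). Lists that kept their direction and lost their call were Figure 5D genes of acute inflammatory response from 0.86 to 2.03 (1), Figure 5D genes of response to interleukin-1 from 0.28 to 1.15 (1), Fmo genes list from −1.53 to −0.47 (2), interleukin-1 response list from 0.0060 to 0.29 (2), taurine and hypotaurine metabolism list from −1.14 to −0.21 (2) and fibroblasts list from −2.37 to −0.25 (3), and those that gained one were humoral immune response list from −0.53 to −0.17 (1), macrophages list from −1.88 to −0.18 (2) and red blood cells list from −2.25 to −0.054 (2). Reactome pathways that reversed included Mitotic Prometaphase from −0.020 to 0.37, Resolution of Sister Chromatid Cohesion from −0.026 to 0.36, Respiratory electron transport with ATP synthesis from −0.54 to 0.097, Respiratory electron transport from −0.59 to 0.10 and The citric acid TCA cycle and respiratory electron transport from −0.45 to 0.11, each reversed without Nsd2 f/f replicate 3.

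Over all alternatives, 111 values of single genes, pathways and cell type lists were weaker and 68 stronger, those named here included. Depth limits the low genes: Fmo2 rests on 9 to 33 counts per library.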

Differences from the paper's values

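The paper's count of genes lower in Nsd2 Vil-KO mice is 405, whereas 241 genes were lower past the same criterion here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with no filter on low counts (484), with DESeq2 (322), and without Nsd2 f/f replicate 1 (272), Nsd2 f/f replicate 3 (354) or Nsd2 Vil-KO replicate 2 (405). The other alternatives set before the data were examined did not close the gap. Of the alternatives chosen after the values were seen, log2(FPKM + 1) gave 279 genes lower and Xist as a covariate 598, both within 1.5 times the paper's. The paper's count of genes higher in Nsd2 Vil-KO mice is 357, against 241 here, which lies within 1.5 times. It was 377 with no filter, 311 with DESeq2, 364 without Nsd2 Vil-KO replicate 2 and 344 without Nsd2 Vil-KO replicate 3, and, chosen after the values were seen, 338 on log2(FPKM + 1). Each of these is a setting under which the counts come near the paper's, and not the paper's method. The total of DEGs in the paper's text equals the sum of the higher, lower and unchanged genes given in Figure 5B, which is the number of genes plotted there.

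The paper states that the overall transcriptome changed. The separation of the genotypes was −3.63 here, and 2.40 in the 4 libraries without Xist transcripts (exact permutation test, one-sided, p = 0.667), a subset chosen after the values were seen. With only 4 libraries that test cannot give a small p. At the adjusted p named in the paper's methods, 0 genes passed here and 4 with DESeq2, against 482 with an unadjusted p below 0.05.

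Figure 5E shows interferon, humoral and neutrophil terms enriched towards Nsd2 Vil-KO mice. Here the median log2 fold change was −1.22 for the type I interferon list, −0.32 for the humoral list and −0.66 for the neutrophil extravasation list. The neutrophil list was at 0.25 without Nsd2 f/f replicate 1, and the interferon and humoral lists were lower in each alternative tried. The lists are not the paper's terms.

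Figure 5D presents 13 DEGs, of which Anxa1, Gclc, Itgb8, Ptges and Cxcl1 did not pass the criterion here. Each of the 5 passed it with DESeq2 and without Nsd2 Vil-KO replicate 1. Others of them passed in single settings: Anxa1, Gclc, Itgb8 and Ptges without Nsd2 Vil-KO replicate 3, Ptges without Nsd2 f/f replicate 1, Cxcl1 with no filter, and, in corrections chosen after the values were seen, Itgb8 and Cxcl1 with the GC trend and Cxcl1 with the length trend removed.

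The paper reports no significant difference in the FoxO pathway in Figure S3. Of the 8 FoxO genes of that figure, 7 were lower here, with a median log2 fold change of −1.08, and Homer1, Sgk3, Fbxo32 and Tgfbr1 passed the criterion, while 0 had an adjusted p below 0.05 over all genes tested.

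The paper lists Fmo2, Fmo4 and Fmo5 as downregulated. All 3 were lower here, but Fmo4 (−1.48) and Fmo5 (−1.66) did not pass the criterion. Fmo4 passed it with no filter (−1.46), with DESeq2 (−1.51) and without Nsd2 f/f replicate 1 (−1.86). Fmo5 passed it with DESeq2 (−1.69), without Nsd2 f/f replicate 1 (−2.04) and without Nsd2 Vil-KO replicate 1 (−2.50). The paper describes taurine and hypotaurine metabolism as enriched, with KEGG terms from genes affected in both ChIP-seq and RNA-seq. The ChIP-seq data were not analysed here, so the tests below cover all RNA-seq genes and do not repeat that enrichment. The pathway was also reached through DEGs of these samples, so they are not independent evidence. Here 1 of 12 genes of the list passed the criterion (Fisher's exact test, p = 0.331). With DESeq2 it was 3 of 12 (Fisher's exact test, p = 0.0132), with no filter 2 (Fisher's exact test, p = 0.0748), and without Nsd2 f/f replicate 1 also 2 (Fisher's exact test, p = 0.0521).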

Other observations

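The tests on the number of genes past the criterion, on the separation of the genotypes and on stromal, immune and epithelial cells were written before the data were examined. The others in this part, and the division of the stromal test into Fmo4 with Fmo5 and Fmo2, were chosen after the results were seen. So were the rules that decided the tests on immune cells, on Fmo4 with Fmo5, and on the share of epithelial cells, where the test written before used epithelial markers alone.

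The 6 libraries can be divided into 3 and 3 in 10 ways, so no share of splits can fall below 0.1 and this test cannot rule out chance for any result. As many genes past the criterion as between the genotypes (482) were found in 5 of the 10 splits, the real one included. The 6 splits that put one library with Xist on each side gave 482 (the genotypes), 462, 104, 370, 178 and 226 genes, so the genotypes gave the most of these. The 4 splits that put both libraries with Xist on one side gave 819, 1237, 1460 and 1058 genes. As large a separation was found in 7 of the 10 splits, and as many Reactome pathways (14) in 10. The count of genes with an adjusted p below 0.05 was 0, against 482 with an unadjusted p below 0.05, so that all 10 splits had as many by construction and this comparison says nothing. As large a median was found in 4 splits for the type I interferon list, 2 for the Fmo genes, 2 for the taurine list, 7 for the acute inflammation list, and in 1, the real split alone, for the Figure 5D genes, the FoxO genes and the goblet cell markers. The paper took the Figure 5D genes from its DEGs in these libraries, and reached the FoxO pathway, taurine metabolism and its Fmo genes through them. The place of these lists is therefore no independent evidence.

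Lower Fmo expression might reflect fewer stromal cells in the Nsd2 Vil-KO preparations. The test written for Fmo2, Fmo4 and Fmo5 together asked whether fibroblast and smooth muscle markers fell with them, and they did, with a median of −1.20. Col3a1, the most abundant fibroblast marker, was at 31.4, 0.67 and 5.93 CPM in Nsd2 Vil-KO mice and 138.6, 24.0 and 1.45 CPM in Nsd2 f/f mice. Without Nsd2 f/f replicate 1 the median of the fibroblast markers was −0.25. For Fmo2 this stays open and cannot be told apart from a change within epithelial cells. For Fmo4 and Fmo5 the tables argue against it: in the 4 libraries without Xist their median was −0.09 (standard errors 0.31 and 0.46) while that of the fibroblast markers was −1.48. A smaller share of epithelial cells would lower epithelial markers, whose median was 0.02 (from −0.08 to 0.17 with each library left out in turn), and raise the markers of the other cells, but the 61 tested markers of 9 other kinds of cells had a median of −0.91 (from −1.46 to −0.20 with each library left out in turn). Fmo4 and Fmo5 were highest in the library labelled Nsd2 f/f replicate 3, which also had the highest markers of absorptive colonocytes, the mature cells of the colon surface. Those markers had a median of −0.52 between genotypes and 0.44 in the 4 libraries without Xist, so more absorptive cells in that library remains a candidate explanation that rests on 1 library.

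Higher inflammatory genes might reflect more immune cells in the Nsd2 Vil-KO preparations. The 39 tested markers of neutrophils, macrophages, T cells and B cells had a median of −0.50, and 10 were higher, which goes against a rise. In the 4 libraries without Xist, the medians were −2.18 for neutrophils, −1.41 for macrophages, −0.16 for T cells and 0.22 for B and plasma cells. Of the neutrophil markers, S100a8, S100a9, Cxcr2, Cd177 and Il1b are also in lists of inflammatory genes. The pooled median lay between −0.89 and −0.05 with each library left out in turn, but that of neutrophils was 0.92 without Nsd2 f/f replicate 1 and that of B and plasma cells 0.38 without Nsd2 f/f replicate 2, so the explanation is not excluded.

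Lower type I interferon genes are a further pattern. With the GC trend removed the median was −1.17 and with the length trend removed −1.15, which argues against either trend as the whole cause. Fewer immune cells stay open: in the 4 libraries without Xist the immune markers had a median of −0.70. The highest interferon values were in Nsd2 f/f replicate 2, and the median was −0.40 without it.

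Goblet cell markers were lower in all 10 tested genes of their list, with a median of −0.55 (adjusted p = 8.23e-06 by camera in limma, 0.107 with the correlation estimated and 0.0524 by fry). Muc2, the most abundant of them, was at 5548, 2246 and 4310 CPM in Nsd2 Vil-KO mice and at 6857, 5694 and 3512 CPM in Nsd2 f/f mice. The median stayed between −0.61 and −0.51 with each library left out in turn, was −0.56 with the GC trend removed and −0.49 with the length trend removed, which argues against those trends. A loss of goblet cells, or lower expression within them, may underlie this. It is a hypothesis for these libraries, since the pattern was found and tested in them, and it was not tested against damage by DSS. By staining, the paper reports less Muc2 protein and less goblet cell mucus in DSS-treated Nsd2 Vil-KO mice. For mice at steady state it reports no difference in the number of differentiated cells.

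Of the 18 cell type lists, 3 had an adjusted p below 0.05 by camera in limma: goblet cells, fibroblasts (−1.33, 10 of 10 lower, adjusted p = 0.00809, but −0.25 without Nsd2 f/f replicate 1, and no longer below 0.05 in 3 of the 6 fits that each left out a library) and proliferating cells (0.39, 12 of 12 higher, adjusted p = 0.00718, but −0.03 without Nsd2 f/f replicate 3). No cell type list had an adjusted p below 0.05 with the correlation estimated or by fry. The other medians were −0.52 for absorptive colonocytes, −0.14 for B and plasma cells, 0.30 for dissociation stress, −0.28 for distal colon, −0.52 for endothelium (2 genes tested), −0.69 for enteric glia and neurons (1 gene tested), −0.29 for enteroendocrine cells, 0.02 for epithelium, −1.29 for macrophages, −1.23 for neutrophils, −0.49 for proximal colon, −1.45 for red blood cells (2 genes tested), −0.59 for smooth muscle, −0.40 for stem cells and −0.17 for T cells.

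Slc6a6, which encodes the taurine transporter, was higher in Nsd2 Vil-KO mice, at 126.4, 341.0 and 127.5 CPM against 113.4, 107.9 and 74.2 CPM, with a log2 fold change of 1.01 (standard error 0.43) that passed the criterion. It was 0.37 without Nsd2 Vil-KO replicate 2 and 0.21 in the 4 libraries without Xist. The 4 genes with an adjusted p below 0.05 in DESeq2 were Gm18194, Aph1b, Cpq and Dmbt1, of which Dmbt1 was chosen after its values were seen. Dmbt1 had 14761, 18347 and 14244 CPM in Nsd2 Vil-KO mice and 8776, 7381 and 8223 CPM in Nsd2 f/f mice, a log2 fold change of 0.96 (standard error 0.34) in edgeR.

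Several genes that the paper measured in other samples by RT-qPCR, staining or blots were counted in these IEC libraries. Of the cytokines of Figure 2I, 4 were tested, with log2 fold changes from −2.48 to 0.14, and 0 passed the criterion. Without Nsd2 f/f replicate 1 the log2 fold change of Il1b was 0.23. Il1b was at 107.3, 5.88 and 7.76 CPM in Nsd2 Vil-KO mice and at 424.3, 66.1 and 2.34 CPM in Nsd2 f/f mice. Of the lineage markers of Figures S1F and S2A, 6 were tested (from −1.03 to 0.29) and 0 passed. Of the genes whose proteins are shown in Figure 3, 6 were tested (from −0.19 to 0.34) and 0 passed. Nsd1 and Nsd3 had log2 fold changes of 0.21 (standard error 0.18) and 0.0056 (standard error 0.18). In the 4 libraries without Xist, Nsd1 (0.32) and Tjp1 (0.28), a gene of Figure 3, passed the criterion.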
